# MicroRNA-7, synergizes with RORα, negatively controls the pathology of brain tissue inflammation

**DOI:** 10.1186/s12974-020-1710-2

**Published:** 2020-01-20

**Authors:** Dongxu Yue, Juanjuan Zhao, Huizi Chen, Mengmeng Guo, Chao Chen, Ya Zhou, Lin Xu

**Keywords:** miR-7, Brain tissue inflammation, Neuron, NF-κB, RORα, RNA interference

## Abstract

**Background:**

Accumulating evidence has documented that microRNA-7 (miR-7) plays an important role in the pathology of various diseases. However, the potential role of miR-7 in brain tissue inflammation (BTI) remains unclear.

**Methods:**

We detected the expression of miR-7 in LPS-induced murine BTI model and observed the possible effects of miR-7 deficiency on the pathology of BTI. To elucidate the mechanism, the target gene of miR-7 was screened out by Gene chip assay and its potential roles in BTI were evaluated by Western blot, immunofluorescence, and RNAi assay, respectively.

**Results:**

MiR-7 was upregulated in brain tissue in BTI mice and its deficiency could significantly aggravate the pathology of brain tissue. Moreover, RORα, a new target molecule of miR-7, was upregulated in brain tissue from miR-7 deficiency BTI mice. Of note, downregulation of RORα could remarkably exacerbate the pathology of brain tissue and elevate the transduction of NF-κB and ERK1/2 signaling pathways in brain tissue from miR-7 deficiency BTI mice. Furthermore, RORα and miR-7 were dominantly co-expressed in neurons of BTI mice. Finally, RORα synergized with miR-7 to control the inflammatory reaction of neuronal cells in response to LPS stimulation.

**Conclusions:**

MiR-7 expression is upregulated in BTI model. Moreover, miR-7 synergizes with its target gene RORα to control the inflammation reaction of neurons, thereby orchestrating the pathology of BTI.

## Background

Brain tissue inflammation (BTI), a complicated process including a series of integrated steps, is closely related to the occurrence and development of various brain diseases [1–3]. Up to now, the underlying mechanism of pathology of BTI remains elusive. Recent evidence has shown that microRNAs (miRNAs), small endogenous RNAs of 21–25 nucleotides capable of guiding the post-transcriptional silencing of their target mRNAs through base pairing encompassing mature mRNA 3′-untranslated region (3′-UTR), play essential regulatory roles in the development of BTI [4–6]. For instance, miR-126 is implicated in brain vascular inflammation and intracerebroventricular (I.C.V) administration of miR-126-3p mimic can significantly suppress the upregulation of phosphoinositide-3-kinase regulatory subunit 2, as well as reduce blood-brain barrier permeability and brain edema [7]. Moreover, Peli1 is an important E3 ubiquitin-protein ligase contributing to neuroinflammation. MiR-142a-3p and miR-155-5p can directly suppress Peli1 expression and protect against the inflammatory effects of METH treatment partially through activating p38 MAPK and NF-κB inflammatory pathways [8]. These studies indicate that miRNAs might be potential candidates for therapy against BTI. Therefore, further investigation on the possible roles of distinct miRNA molecules in the development of BTI will not only benefit to the understanding on pathology of BTI, but also be valuable for the development of novel therapeutic strategies against brain diseases.

MicroRNA-7 (miR-7) was first identified by Lagos-Quintana in 2001 [9] and has been reported to regulate the biology of various tumor cells and the development of inflammation diseases by repressing the expression of different target molecules [10, 11]. For instance, Fan et al. found that miR-7 suppressed angiogenesis of colorectal cancer cells through ERK signaling by downregulation epidermal growth factor receptor [12]. Moreover, Ye et al. reported that miR-7 deficiency promoted p65-mediated aberrant NF-κB activation to facilitate gastric cancers metastasis and ultimately resulted in the worse clinical outcome in human gastric cancer [13]. Our previous study also showed that miR-7 regulated TLR9 signaling and affected the growth and metastatic potential of human lung cancer cells [14]. Importantly, many recent studies have reported that miR-7 is dominantly expressed in brain tissue and involved in the biological functions of brain [15–17]. Moreover, miR-7 also plays an important role in the development of brain diseases [18–20]. For example, Chen et al. reported that miR-7 was closely related to the differentiation of neural stem cells and the development of the cerebral cortex [21]. Moreover, Kabaria et al. found that miR-7 exerted a cytoprotective effect by elevating the expression level of Nrf2 through inhibiting Keap1 expression [22]. However, the exact role of miR-7 involved in the development of BTI has yet to be fully elucidated.

To this aim, in the present study, we analyzed the expression level of miR-7 in LPS-induced murine BTI model and observed the possible influence of miR-7 deficiency on the pathology of BTI. We found that miR-7 was upregulated in brain tissue in BTI model and its deficiency could significantly aggravate the development of brain inflammation. Moreover, RORα, a new target molecule of miR-7, was upregulated in brain tissue from miR-7 deficiency BTI mice. Of note, we found that downregulation of RORα could remarkably exacerbate the pathology of brain tissue, accompanied by elevated transduction of NF-κB and ERK1/2 signaling pathways in miR-7 deficiency BTI mice. Thus, our data suggested a novel network model in which miR-7 synergizes with, but not antagonizes, its target gene RORα to control the pathology of BTI, which could ultimately aid the understanding of the pathogenesis of BTI and the development of new therapeutic strategies against clinical inflammatory brain diseases.

## Materials and methods

### Mice

C57BL/6 wild-type (WT) mice and C57BL/6 background miR-7 deficiency (miR-7^*def*^) mice (both 8–10 weeks of age) were housed under specific pathogen-free (SPF) conditions at Zunyi Medical University [23].

### LPS-induced murine BTI model

WT mice andmiR-7^*def*^ mice were intraperitoneally injected with LPS (2.5 mg/kg of body weight, *Escherichia coli* 0111: B4; Sigma) and control group with vehicle (PBS) [24]. After 12 h, the brain tissue was collected.

### Histopathology

Brain tissue was fixed in 4% (w/v) paraformaldehyde, followed by routine dehydration and embedded in paraffin, and cut into 4 μm thick. Then, slices were subjected to xylene dewaxing, gradient ethanol dehydration, routine hematoxylin-eosin staining (H&E), and again dehydrated with gradient ethanol, followed by xylene transparency and mounting. Pathological changes in brain tissue were observed under a light microscope (Olympus, Tokyo, Japan). Two investigators blinded to group assignments analyzed the samples and determined levels of brain inflammation injury.

### Quantitative real-time PCR analysis

For miR-7 expression analysis, cDNA was synthesized by TaqMan MicroRNA Reverse Transcription Kit (ThermoFisher Scientific) using S1000TM Thermal cycler PCR Amplifier (Bio-Rad). Next, real-time PCR was performed to quantify miR-7 expression by miR-7 probe of TaqMan (Life Technologies) according to the instructions of the manufacturer using C1000TM Thermal cycler Quantitative Real-time PCR Amplifier (Bio-Rad). U6 as endogenous control was used for normalization. For mRNA analysis, cDNA was synthesized using a Prime Script RT reagent kit (Takara, Kusatsu, Japan) according to the manufacturer’s instructions. Real-time PCR was carried out by SYBR Premix Ex Taq II (Takara, Kusatsu, Japan) according to the instructions of the manufacturer. GAPDH as endogenous control was used for normalization. The relative expression levels of miR-7 and mRNAs were determined using the standard 2^−ΔΔCT^ (cycle threshold) method. The sequences of the primers used for real-time PCR were shown in Table 1.

**Table 1:** The primer sequence used for real-time quantitative PCR

Gene	Primer sequence (5′-3′)
TGF-β	F: CCCCATTCCTACTTCTCC
	R: ACGCACCTTTCTGGTTACAC
IL-6	F: AGACAAAGCCAGAGTCCTTCAG
	R: GGTCTTGGTCCTTAGCCACTC
TNF-α	F: TGTCTACTGAACTTCGGGGTG
	R: CTGCTCCTCCACTTGGTGGTT
IL-1β	F: GAGCTTCAGGCAGGCAGTAT
	R: TTGTTCATCTCGGAGCCTGTA
TROVE2	F: GAAGTGTGTCGCATTCCGACC
	R: GGACAGTCGGAGGAGATCTTT
RORα	F: GGAGACAAATCGTCAGGAATC
	R: ACCAAACTTGACAGCATCTCG
Col4a3bp	F: TTGAAGCTGCTCTTGACAGAC
	R: TCTATGCGTCCCGACAGAAGA
Gpr158	F: AATTAGAAGCAGCCCAATGG
	R: TTTCACGAACAGCACAAAGAA
Zfp212	F: ACCAAGTCACCCACCATCTCT
	R: GAGAACCTGCTTCGAAACAA
Socs4	F: CCCCAGTGCCTGTATGTTCTT
	R: CTGCTGCTCTGGCACATCAAT
C2cd2	F: TCAGGCCTTAGCCATGTGT
	R: CGTGGGGACTTGAGTTTCA
Syt4	F: GAGAAGCTGGGGACACTCTT
	R: ACGGGTCAGAGGTCATGGATT
Spock3	F: CAGTCTGTGGTTCTGATGGGC
	R: GACTTATCGGAGGGACATGG
Gpr22	F: GCAAAACACCAACTGCTCCAA
	R: ACTGCATGTTGATTTCCAGAA
Basp1	F: CTCTTTGACGGCCACGCTTTG
	R: CTGAGCAAGAAGAAGAAGGGCT
Tmed5	F: TCGATCTCCAACGATGCCTT
	R: TCACACCCTCTTTGGACAGTG
Ptprj	F: TGCCATTTGCATTGCTCCAG
	R: CTTAAGCCCAGGCACTTCGT
Zfp606	F: TCATGGACCAGTCTTGGGGG
	R: ATCTCACCTCGACTTGGGCTA
Aqp11	F: TGCAGGAATCCCATCCACAC
	R: CCCTCCTGCATAGGCCAAAA
1110059G10Rik	F: TCTTCAGCTGTTAGGTCTCCC
	R: GAGCAAGCGGAACCAAGTGT
Gtdc1	F: CACCCTTCTGTGTGGAGCTGA
	R: TTACGGGGTAAGTAGCCCCA
GAPDH	F: GAAGGTCGGAGTCAACGGATT
	R: ATGGGTGGAATCATATTGGAA
miR-7	F: CGGCGGTGGAAGACTAGTGATT
U6	F: AGAGAAGATTAGCATGGCCCCTG
Common reverse	R: ATCCAGTGCAGGGTCCGAGG

Note: *TROVE2* TROVE domain family, member 2; *RORα* RAR-related orphan receptor alpha; *Col4a3bp* collagen, type IV, alpha 3 (Goodpasture antigen) binding protein; *Gpr158* G protein-coupled receptor 158; *Zfp212* Zinc finger protein 212; *Socs4* suppressor of cytokine signaling 4; *C2cd2* C2 calcium-dependent domain containing 2; *Syt4* synaptotagmin IV; *Spock3* sparc/osteonectin, cwcv and kazal-like domains proteoglycan 3; *Gpr22* G protein-coupled receptor 22; *Basp1* brain abundant, membrane attached signal protein 1; *Tmed5* transmembrane emp24 protein transport domain containing 5; *Ptprj* protein tyrosine phosphatase, receptor type, J; *Zfp606* zinc finger protein 606; *1110059G10Rik* RIKEN cDNA 1110059G10 gene; *Gtdc1* glycosyltransferase-like domain containing 1; *F* forward primer; *R* Reverse primer

### Fluorescence in situ hybridization (FISH)

To evaluate the cellular distribution of pre-miR-7-2 in the brain, FISH assay was performed based as our previous description with some modifications [23]. Briefly, before hybridization incubation, all solutions were prepared with diethylpyrocarbonate-treated water. After deparaffinization and rehydration, tissue sections were treated by pepsin digestion. Sections were next incubated or heated in the microwave, and then were incubated with hybridization cocktail containing miR-7-2 probe (1:1000; EXIQON; no. 38485–01) at 42 °C for overnight. Next, the sections were washed in PBS and incubated with a secondary antibody of Cy3 conjugated goat-anti-rabbit IgG (1:250; Invitrogen) in the dark, at room temperature for 1 h. Then, the slides were rinsed with PBS-T three times, for 5 min each and counterstained, mounted with Slow Fade Gold Antifade Reagent with DAPI (1:1000) in the dark, at room temperature for 10 min, before examination by fluorescence microscopy (Zeiss Axioplan 2).

### Enzyme-linked immunosorbent assay (ELISA)

The brain tissue was homogenized in 100 mg/mL cold PBS. The samples were centrifuged at 14,000×*g* for 15 min. The brain tissue supernatant or neuronal PC12 cells culture supernatant was collected for a protein assay using a BCA protein assay reagent kit (Solarbio, Beijing, China). The concentration of IL-1β, IL-6, TNF-α, and TGF-β were determined using Quantikine Immunoassay kit (eBioscience) according to the manufacturer’s instructions, respectively. The ELISA results were normalized to total protein concentration.

### Multiplexed fluorescent immunohistochemical staining

According to Opal protocol of multiplexed fluorescent staining, slides were deparaffinized in xylene and rehydrated in ethanol. Antigen retrieval was performed in 10 mmol/L citric acid buffer (pH 6.0) for 10 min using a 750-W microwave and rinsed with PBS-T three times, for 5 min each, slides were blocked with 10% normal goat serum at room temperature for 30 min and then, incubated with rabbit anti-mouse RORα antibody (1:400; Abcam; no. ab60134) overnight at 4 °C. After the overnight incubation, slides were rinsed with PBS-T three times and incubated with Goat anti-Rabbit IgG H&L (HRP) secondary antibody (1:1000 dilution; Abcam; no. ab6721) at room temperature for 1 h. Later, RORα was visualized using PPD520 tyramine signal amplification Plus (1:100). Subsequently, slides were placed in citrate buffer (pH 6.0) and subjected to microwave again, and then incubated with primary rabbit antibodies for IBA-1 (1:1000 dilution; Abcam; no. ab178847) in a humidified chamber at room temperature for 1 h. After incubating with Goat Anti-Rabbit IgG H&L (HRP) secondary antibody for 1 h. IBA-1 was then visualized using PPD570 tyramine signal amplification. After washing in PBS three times, sections were counterstained, mounted with Slow Fade Gold Antifade Reagent with DAPI, and left for 10 min in the dark at room temperature before examination by fluorescence microscopy.

### RORα RNAi transfer experiments in vivo

According to previous reports [25–27], the stereotaxic coordinates were 0.8 mm posterior, 1.2 mm lateral to the bregma, and 3 mm ventral to the surface of the skull. Twelve mice were divided randomly into two groups (*n* = 6 per group), 5 μL RORα siRNA or negative control (NC) siRNA was diluted with the same volume of transfection reagent in vitro (Invivofectamine 3.0; ThermoFisher, Scientific). After mixing gently, the solution was I.C.V. through a micro syringe according to the guidance of stereotaxic instrument (Kent Scientific Co., Torrington, CT, USA) under anesthetized.

### Cell culture

Neuronal PC12 cells and human embryonic kidney cell line HEK 293T cells (saved in our lab) were cultured in completed Roswell Park Memorial Institute (RPMI-1640; GIBCO) medium containing 10% (v/v) FBS, penicillin (100 IU/mL), and streptomycin (100 μg/mL) on 100-mm dishes at 37 °C under 5% CO_2_ humidified atmosphere.

### Plasmid construction and luciferase reporter assay

The luciferase reporter assay was performed to determine whether RORα (Gene ID, 1988338) was a direct target of miR-7. The possible sites (1806 bp–1812 bp segment, ACTTGTT) of binding between RORα 3′-UTR and miR-7 were predicted using miRDB database (http://www.mirdb.org). 

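The longest annotated 3′-UTR of mouse Rora (ENSMUST00000034766.13 in GENCODE M21) holds ACTTGTT 3 times, at bases 222, 4335 and 6806 of the 3′-UTR counted from 1 at its first base. On chromosome 9 of GRCm38 these sites lie from 69379183 to 69379189, from 69383296 to 69383302 and from 69385767 to 69385773, all in the last exon. The site nearest to the stop codon takes bases 1815 to 1821 of this transcript, in the sequence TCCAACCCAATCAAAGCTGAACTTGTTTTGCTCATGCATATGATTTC. It is also in the shorter 3′-UTR of ENSMUST00000113624.2, which ends before the other sites. The miR-7 primer of Table 1 holds the segment TGGAAGACTAGTGATT, and the sequence complementary to its bases 2 to 8, GTCTTCC, was found in neither 3′-UTR. TCTTCC, complementary to bases 2 to 7, is in the longer 3′-UTR 3 times, at bases 3096, 6474 and 7736. The segment holds no stretch complementary to all of ACTTGTT. Other miR-7 sequences, such as the other strand of a miR-7 hairpin, were not examined, so a match to one of them is not excluded.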

A fragment of 200 bp containing wild-type RORα 3′-UTR (5′-ACTTGTT-3′) or a random mutation sequence of mutant RORα 3′-UTR (5′-GTCCACC-3′) was directly synthesized (Sangon, Shanghai, China). Two fragments were ligated to pEZX-FR02 reporter vector (GeneCopoeia, Rockville, MA, USA), respectively. Then, the wild-type (RORα 3′-UTR WT) or mutant reporter vector (RORα 3′-UTR MUT) was co-transfected into HEK-293T cells in 12-well plates with 100 nm miR-7 mimics or negative control (NC) mimics by Lipofectamine 3000 (Invitrogen), respectively. After 48 h, cells were lysed and subjected to luciferase assays using the Dual Luciferase Reporter Assay System (Promega).

### Tissue immunohistochemistry (IHC)

Immunohistochemical staining was done using the SP method (universal immunohistochemical staining kit, Zhong-shan Golden Bridge BioTechnology Beijing, China). Slices were subjected to xylene dewaxing and gradient ethanol dehydration. Antigen retrieval was performed in 10-mmol/L citric acid buffer (pH 6.0) for 10 min using a 750-W microwave and incubated with 3% (v/v) methanol-hydrogen peroxide to block endogenous peroxidases at room temperature for 15 min. Next, slices were incubated with rabbit anti-mouse antibodies at appropriate dilution in TBST overnight at 4 °C. The primary antibodies used were as follows: IBA-1 (1:8000; Abcam; no. ab178847), GFAP (1:500; Abcam; no. ab68428), NeuN (1:1000; Abcam; no. ab177487), RORα (1:1000; Abcam; no. ab60134), and NF-κB (1:1000; Abcam; no. ab32536). PBS instead of primary antibody served as a control. Slices were rinsed with PBS-T three times and incubated with Goat Anti-Rabbit IgG H&L (HRP) secondary antibody (1:1000; Abcam; no. ab6721) at room temperature for 1 h. Finally, slices were incubated with streptavidin-biotin protein and peroxidase (1:200) and counterstained with hematoxylin before observed under a light microscope.

### Western blotting analysis

After brain tissue was homogenates, total protein was extracted, and protein concentration was quantified using the BCA Protein Quantitation Kit. Total protein was mixed with 5 × SDS protein sample buffer solution (4:1) and heated at 100 °C for 10 min and stored at − 20 °C. Protein samples were subjected to SDS-PAGE and transferred to polyvinylidene difluoride (PVDF) membranes (Bio-Rad). The membranes were blocked with 5% skim milk in PBS plus 0.05% Tween 20 (PBS-T) at room temperature for 90 min, and then incubated with rabbit anti-mouse antibodies at appropriate dilution in TBST overnight at 4 °C. The primary antibodies used were as follows: RORα (1:1000; Abcam; no. ab60134), NF-κB (1:1000; Cell Signaling Technology; no. 4764), phos-NF-κB (1:1000; Cell Signaling Technology; no. 3039), ERK (1:1000; Cell Signaling Technology; no. 4695), phos-ERK (1:1000; Cell Signaling Technology; no. 4370), AKT (1:1000; Cell Signaling Technology; no. 4691), phos-AKT (1:1000; Cell Signaling Technology; no. 4060), and GAPDH (1:5000; Abcam; no. ab8245). PBS instead of primary antibody served as a control. After overnight incubation, the membrane was rinsed with PBS-T three times and incubated with Goat Anti-Rabbit IgG H&L (HRP) secondary antibody (1:2000; Abcam; no. ab6721) at room temperature for 1 h. Finally, the signals were determined by chemiluminescence image system (Bio-Rad).

### Immunofluorescence (IF)

Sections were hydrated and rinsed with PBS three times, for 5 min each, then blocked with 10% normal goat serum at room temperature for 30 min and incubated with rabbit anti-mouse antibodies at appropriate dilution in TBST overnight at 4 °C. The primary antibodies used were as follows: RORα (1:100; Abcam; no. ab60134), NeuN (1:100; Abcam; no. ab177487), and GFAP (1:100; Cell Signaling Technology; no. 80788). PBS instead of primary antibody served as a control. Then, slices were rinsed with cold PBS three times, for 5 min each, and incubated with a secondary antibody of Alexa Fluor 488-conjugated Goat Anti-Rabbit IgG (1:500; Invitrogen), Cy3-labeled Goat Anti-Rabbit IgG (H+L) (1:500; Beyotime) in the dark, at room temperature for 1 h. Finally, sections were mounted with Slow Fade Gold Antifade Reagent with DAPI, and examination by fluorescence microscopy (Zeiss Axioplan 2).

### Gene expression microarray

Global gene expression array data was available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession number GEO: GSE122114.

### Nissl staining

Brain tissue was fixed in 4% (w/v) paraformaldehyde, paraffin-embedded, and sliced in sections of 4-μm thickness. After dewaxing in xylene and rehydration through graded ethanol, the sections were hydrated in 1% (w/v) toluidine blue at 50 °C for 20 min. Two investigators blinded to group assignments analyzed the samples and determined the level of brain inflammation injury. All brain fields at original magnification × 100 and × 400 were examined for each example.

### Statistical analyses

Data were expressed as the mean ± SEM from at least three independent experiments. Statistical analysis was performed by unpaired Student’s test (two-tailed) for two groups Student’s *t* test or one-way analysis of variance (ANOVA) with Bonferroni’s correction for three or more groups to evaluate statistical significance using GraphPad Prism 7.0 software. *P* < 0.05 was considered statistically significant.

## Results

### MiR-7 is upregulated in brain tissue of LPS-induced murine BTI model

We first tested the expression level of miR-7 in BTI model. As shown in Fig. 1 a and b, inflammatory cell infiltration and hemorrhage foci were observed in brain tissue of murine BTI model. Moreover, the relative expression levels of inflammatory cytokines IL-1β, IL-6, TNF-α, and TGF-β in brain tissue also increased significantly (Fig. 1c–f, *P* < 0.05), indicating BTI model was successfully constructed [24]. As shown in Fig. 1 g, Real-time PCR assay showed that the relative expression levels of pre-miR-7-1 and pre-miR-7-2 increased obviously, especially for pre-miR-7-2. Next, we further determined the expression of pre-miR-7-2 in brain tissue by FISH assay and obtained similar results (Fig. 1h). Importantly, the relative expression level of mature miR-7 also increased significantly in brain tissue in murine BTI model (Fig. 1i, *P* < 0.05). These results demonstrate that miR-7 is upregulated in brain tissue in BTI model.

**Fig. 1:**
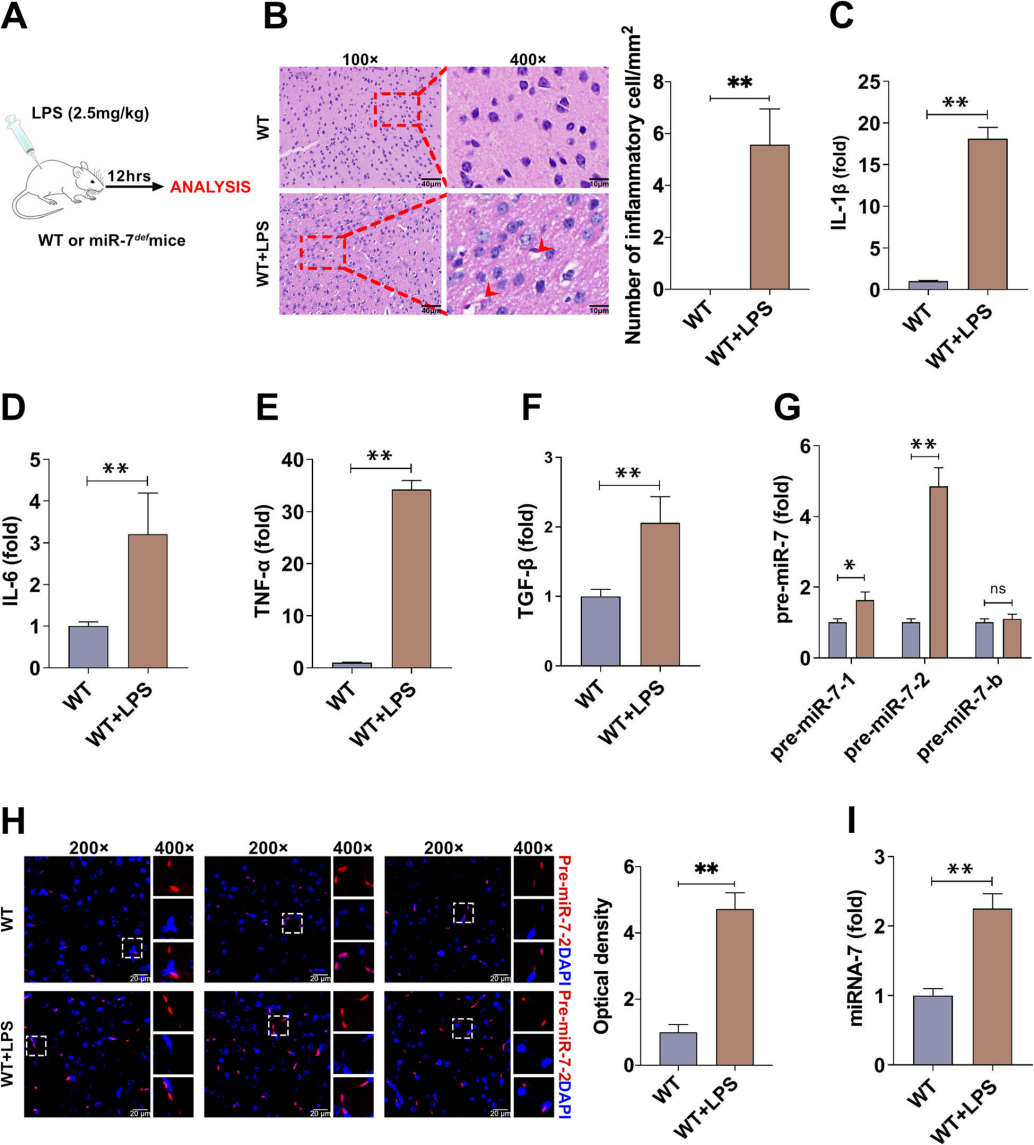
The expression of miR-7 is upregulated in BTI model. **a** Schematic representation of the animal experiments. **b** WT mice (*n* = 6 per group) were intraperitoneally injected with LPS (2.5 mg/kg of body weight) and control group with PBS. After 12 h, the pathology of brain tissue was observed by H&E staining (*n* = 3 per group; arrows indicate hemorrhage foci). **c**–**f** The relative expression levels of cytokines (IL-1β, IL-6, TNF-α, and TGF-β) were detected by real-time PCR assay and calculated (*n* = 6 per group; *t* test). **g** The expression levels of pre-miR-7-1, pre-miR-7-2, and pre-miR-7-b in brain tissue were determined by real-time PCR assay and calculated (*n* = 6 per group; *t* test). **h** The expression level of pre-miR-7-2 in brain tissue was determined by FISH (*n* = 3 per group). **i** The relative expression of mature miR-7 in brain tissue was analyzed by real-time PCR assay and calculated (*n* = 6 per group, *P < 0.05, **P < 0.01)

### MiR-7 deficiency aggravates the pathology of BTI

Next, we further investigated the potential role of miR-7 in the pathology of BTI. As shown in Fig. 2 a and b, the expression level of miR-7 significantly decreased in the brain tissue of miR-7^*def*^mice, which was consistent with our previous work [23]. Importantly, compared with WT BTI model, the number of inflammatory cells and hemorrhage foci increased obviously the brain tissue of miR-7^*def*^ BTI model (Fig. 2c). Real-time PCR analysis further showed that the expression levels of pro-inflammatory factor IL-1β, IL-6, and TNF-α in brain tissue also increased significantly in miR-7^*def*^BTI model (Fig. 2d, f, h, *P* < 0.05). By contrast, the expression level of anti-inflammatory factor TGF-β decreased noticeably (Fig. 2j, *P* < 0.05). Meanwhile, similar results were obtained by ELISA assay (Fig. 2e, g, i, k, *P* < 0.05). These data indicate that miR-7 deficiency aggravates the pathology of BTI.

**Fig. 2:**
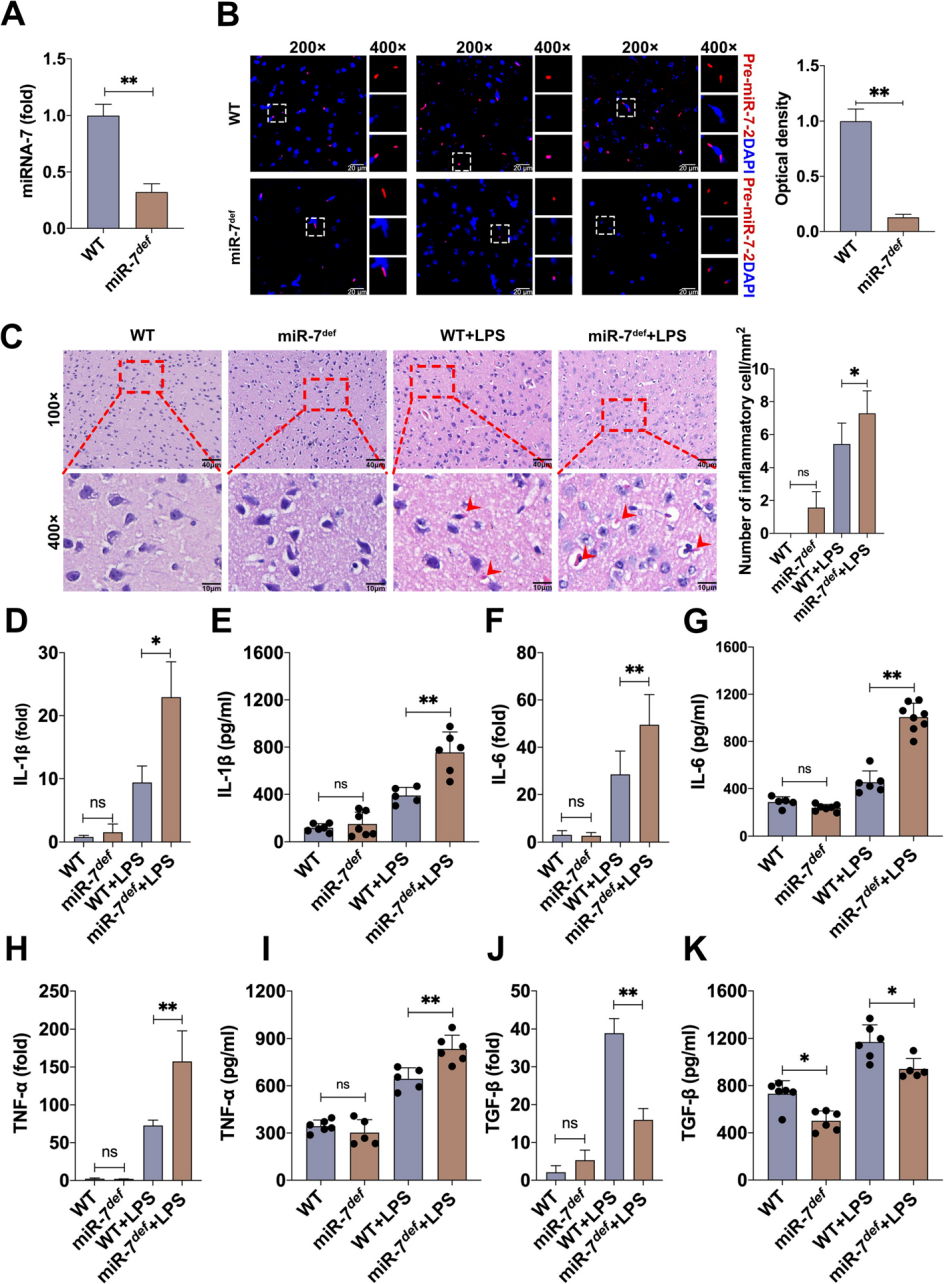
MiR-7 deficiency aggravates the pathology of BTI model. Animal experiments were performed according to Fig. 1a. **a** The expression level of miR-7 in brain tissue was determined by Real-time PCR assay and calculated, respectively. **b** The expression level of pre-miR-7-2 was determined by FISH (*n* = 4 per group). WT mice and miR-7^*def*^ mice were intraperitoneally injected with LPS and control group with PBS. After 12 h, **c** the pathology of brain tissue was observed by H&E staining (*n* = 3 per group). Arrows in **c** indicate hemorrhage foci. **d**–**k** The expression levels of IL-1β, IL-6, TNF-α, and TGF-β were analyzed by real-time PCR and ELISA assay (*n* = 6 per group; one-way ANOVA, *P < 0.05, **P < 0.01)

It is well known that astrocytes and microglia play an important role in brain inflammation [28–30]. To further investigate the effect of miR-7 deficiency on the pathology of BTI, we observed the possible changes on astrocytes and microglia in brain tissue and found that the number of astrocytes and microglia were elevated in miR-7^*def*^ BTI model (Fig. 3a–h, *P* < 0.05). Previous literatures have demonstrated that some signaling pathways, including AKT, ERK1/2, and NF-κB signaling pathways, were involved in the development of inflammatory diseases [31–33]. Thus, to elucidate whether miR-7 deficiency resulted in the change on these signaling pathways, the expression levels of AKT, phos-AKT, ERK1/2, phos-ERK1/2, as well as NF-κB and phos-NF-κB, were analyzed, respectively. As shown in Fig. 3 i and j, compared with those in WT BTI model, the expression levels of phos-NF-κB and phos-ERK1/2 increased significantly in miR-7^*def*^ BTI model (*P* < 0.05). These results indicate that miR-7 deficiency aggravates the pathology of BTI by altering the transduction of the NF-κB and ERK1/2 signaling pathways.

**Fig. 3:**
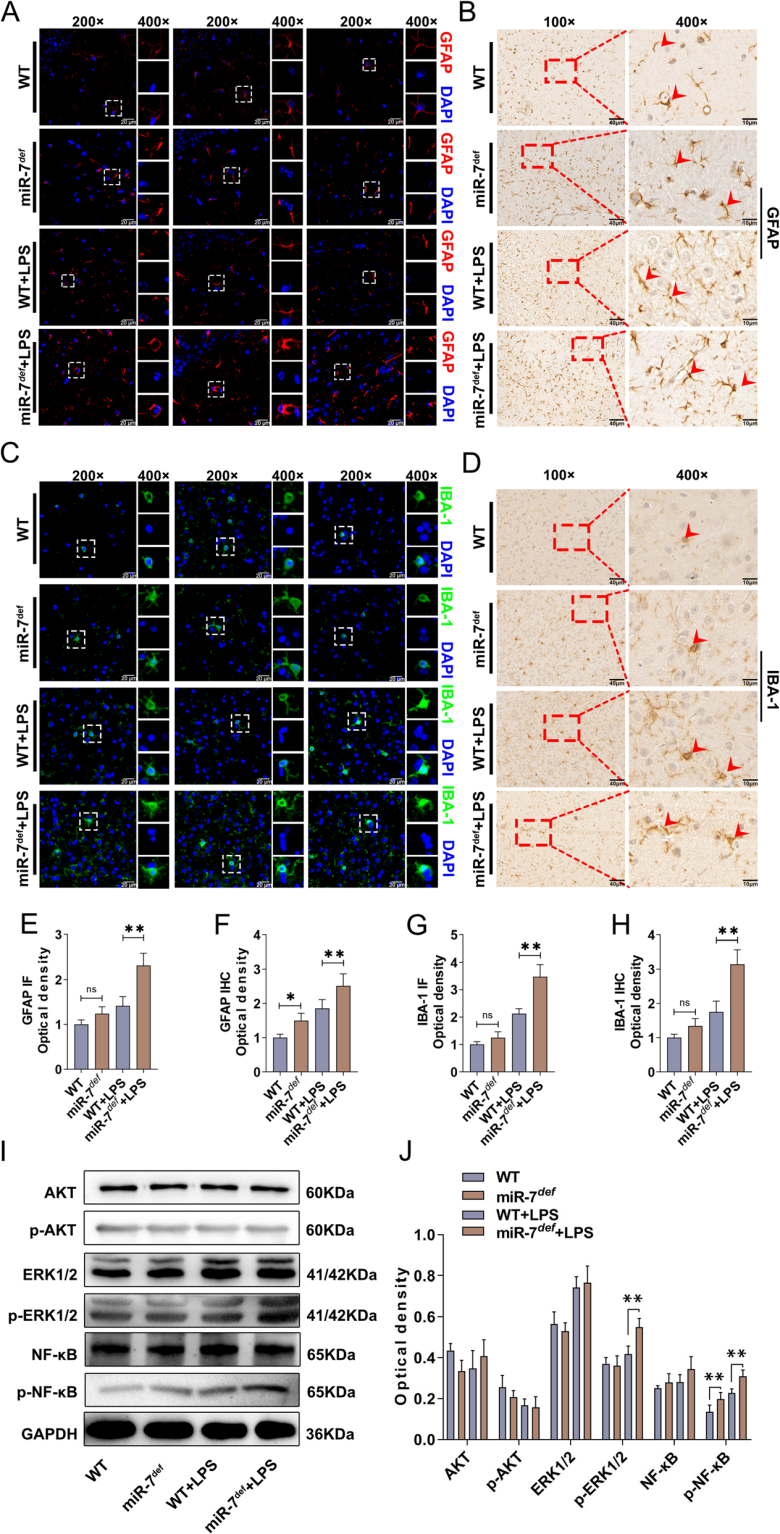
MiR-7 deficiency alters the composition of immune cells and the transduction of NF-κB, ERK signaling pathways in BTI model. WT mice and miR-7^*def*^ mice were intraperitoneally injected with LPS (2.5 mg/kg of body weight) and control group with PBS. After 12 h, **a**–**h** the number of astrocytes in hippocampus and microglia in cerebral cortex were analyzed by IF and IHC and calculated (*n* = 3, one-way ANOVA, **P < 0.01). **i**, **j** The protein levels of AKT, phos-AKT, ERK1/2, phos-ERK1/2, NF-κB, and phos- NF-κB in brain tissue were analyzed by Western blot assay and calculated, respectively (*n* = 3, one-way ANOVA, **P < 0.01)

### RORα is a novel direct target of miR-7 in BTI model

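Brain tissue after lipopolysaccharide (LPS), a component of the bacterial outer membrane that triggers inflammation, was represented by 2 RNA libraries, 1 titled miR-7KD and 1 titled WT. The LPS treatment, its dose of 2.5 mg/kg and the collection after 12 h come from the paper, since the sample labels do not name LPS. The descriptions call each sample representative of several replicates, and whether RNA was pooled is not stated there. Titles and genotype fields of the samples contradict each other, because the sample titled miR-7KD carries a wild-type genotype field and the sample titled WT carries a miR-7 KD field. The descriptions name wild-type replicates for the former and miR-7 deficiency replicates for the latter, the way of the genotype fields. Both descriptions also call the mouse wild-type. Each library is therefore named by its title, and every direction is that of the library titled miR-7KD relative to the library titled WT. The targeted microRNA could not be used to check the titles, since the gene table holds protein-coding genes and no miR-7 locus is among them. In the paper's own PCR, miR-7 was lower in brain tissue of miR-7def mice (Fig. 2a). Its PCR and immunostaining gave higher RORα in miR-7def brain tissue (Fig. 4e–i), and Rora was higher in the library titled miR-7KD, the way of the titles. Since the paper picked Rora among genes upregulated in this comparison, its direction here is not independent evidence on the titles. The way of the titles was also that of Tnf (0.509 and 0.235 FPKM in the libraries titled miR-7KD and WT) and of the microglial gene Aif1 (1.67 and 0.940), since the paper found more TNF-α and more microglia in miR-7def brain tissue (Fig. 2h and 3a–h). It also found lower TGF-β (Fig. 2j) and more astrocytes (Fig. 3a–h) there, whereas Tgfb1 was at 1.03 and 0.578 FPKM, Tgfb2 at 2.78 and 0.864 and the astrocyte gene Gfap at 34.2 and 48.6, against the titles. Tgfb3, at 3.20 and 3.59, went the way of the titles. The paper counted astrocytes in hippocampus and microglia in cerebral cortex by staining, which is another measure than RNA of brain tissue. Of Tnf, Aif1, Gfap and the Tgfb genes, Tgfb2 was at least 2-fold different, and Tnf was under 1 FPKM in both libraries. Of 18 microglial markers, Aif1 among them, 0 were at least 2-fold higher and 2 lower, with a median log2 ratio of -0.02. Of 15 astrocyte markers, Gfap among them, 0 were higher and 3 lower, with a median of 0.03. The measures run both ways and do not settle the genotypes. With 1 added to both FPKM values, 519 genes were at least 2-fold higher and 479 lower by title. These are the paper's counts of upregulated and downregulated genes, so its comparison took the titles as genotypes and ties to these values. Which mouse had which genotype is not shown by that. The paper describes a cDNA chip array, whereas the deposited values are FPKM, a unit of RNA sequencing that scales mapped fragments to transcript length and library size. Ages were 8 to 10 weeks in the paper and 6 to 8 weeks in the sample labels, and the extraction protocol in the labels names retinas although the tissue field names brain. The submitters' processing notes list Bowtie 0.12.2 and the build mm8. The gene positions are those of GRCm38, as 13362 of 13381 genes overlap the GENCODE M21 gene with the same identifier. FPKM summed to 164811 in the library titled miR-7KD and to 162981 in the library titled WT, with medians of 4.69 and 4.63 per gene. Read counts per library are not given in the sources used here and could not be recovered gene by gene, so no counting error is given. With 1 library per title there are no replicates, no test between conditions was made, and differences compare these libraries only. A gene was taken as different when it reached 1 FPKM in at least 1 library and the log2 ratio, with 0.1 added to both values, was at least 1 in size.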

In order to explore the underlying mechanism of miR-7 deficiency on the pathology of BTI, we analyzed the global gene expression profile in brain tissue of BTI model (Fig. 4a, b). As shown in Fig. 4 c, given a twofold change (up and down) in differential expression as a cutoff, 519 genes were upregulated, and 479 genes were downregulated. 

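In brain tissue, 719 genes were at least 2-fold higher and 668 at least 2-fold lower in the library titled miR-7KD, among 11969 genes at 1 FPKM or more. By difference in FPKM, genes higher in this library included the metal-binding protein gene Mt1 (763 and 168 FPKM in the libraries titled miR-7KD and WT), the neuronal calcium sensor Vsnl1 (278 and 66.7), the neuropeptide somatostatin, Sst (169 and 10.3), and the synaptic vesicle protein gene Vamp2 (173 and 32.1). Genes lower in it included the kinase inhibitor Camk2n1 (2.47 and 339), Pcp4 (80.6 and 366), the tubulin gene Tubb4a (58.0 and 338) and the calcineurin subunit Ppp3r1 (37.8 and 257). Of the 20 largest log2 ratios among genes at 5 FPKM or more, 18 belonged to genes listed at 0 in one library, such as Cldn5, a tight junction gene of endothelium, at 24.7 FPKM in the library titled miR-7KD, and Kcnj10, a potassium channel of glia, at 29.2 FPKM in the library titled WT. In all, 111 genes were at 0 in one library and at 1 FPKM or more in the other, 59 of them at 0 in the library titled WT.
Among gene lists fixed before the data were examined, 0 of the 19 measured genes of the NF-κB and LPS response differed 2-fold. Lcn2 was at 86.5 and 89.1 FPKM, Saa3 at 21.6 and 30.1 and Nfkbia at 55.7 and 47.4. Interferon-stimulated genes had 1 higher and 4 lower of 21, with Iigp1 at 18.9 and 4.82 and the antigen presentation gene B2m at 60.7 and 158. Astrocyte markers had 0 higher and 3 lower of 15, including the glutamate transporter Slc1a2 at 24.5 and 141 and the gap junction gene Gja1 at 1.15 and 46.5. Microglial markers had 0 higher and 2 lower of 18, namely Cx3cr1 at 0.0172 and 3.03 and P2ry13 at 0.00498 and 2.67. Among neuronal markers, 1 of 18 was higher, the GABA transporter Slc32a1 at 7.76 and 0.846. Oligodendrocyte markers had 2 higher and 1 lower of 15, with the myelin gene Cldn11 at 131 and 29.3 and Ermn at 1.94 and 11.0. Immediate early genes had 3 higher and 2 lower of 17 and glucocorticoid response genes 2 higher and 1 lower of 14. Targets of miR-7 taken from the literature had 0 higher and 1 lower of 13, the lower gene being Psme3 at 11.4 and 30.3. For comparison, 11.6% of all genes at 1 FPKM or more differed at least 2-fold.
The median of a list was set against 10000 random lists of genes at similar levels, as a description of these libraries. It lay outside the central 95% of these for 4 of 25 lists, with lists of the paper's own genes left out. Genes that vary independently would give 1.25, but genes of a list can vary together, so 4 is not shown to be an excess. The 4 lists were interferon-stimulated genes (percentile 1.21), reactive astrocyte markers (0.480), oligodendrocyte markers (98.8) and endothelial and mural markers (98.7). Across genes, Pearson's r of log10(FPKM + 1) was 0.917 and Spearman's rho 0.911, and genes are not independent replicates. Genes from 2-fold to 3-fold made up 45.5% of those higher and 45.1% of those lower, and genes over 10-fold 16.6% and 16.3%. With 1 in place of 0.1 added to each value, 519 genes were higher and 479 lower, and those over 10-fold made up 5.78% and 6.89%. The share of genes at least 2-fold different differed with the number of exons, at 56.1% of 155 genes of 1 exon and 2.28% of 1711 genes of 21 or more exons.

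**Figure D1:**
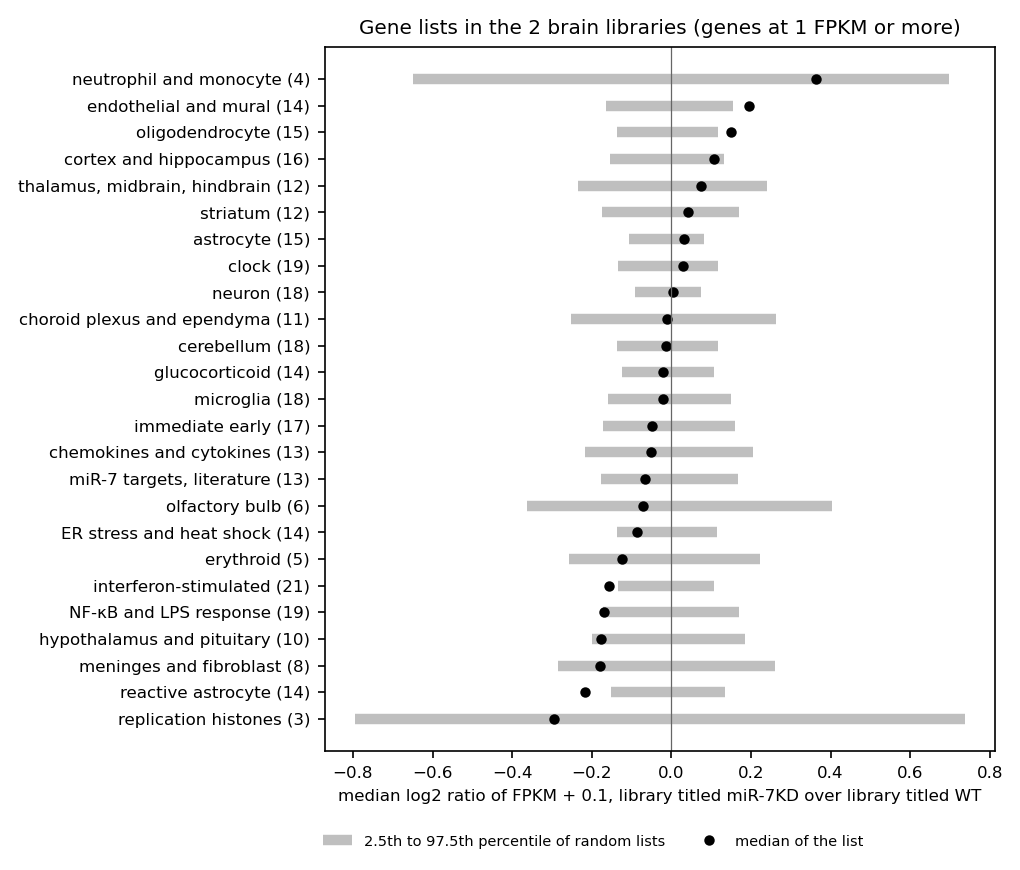
Median log2 ratio of each gene list (points; number of genes at 1 FPKM or more in parentheses) with the central 95% of random lists matched on level (grey bars), in the library titled miR-7KD over the library titled WT. The endothelial and mural list lies to the right of its bar at 0.20 and the reactive astrocyte list to the left at -0.22.

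**Figure D2:**
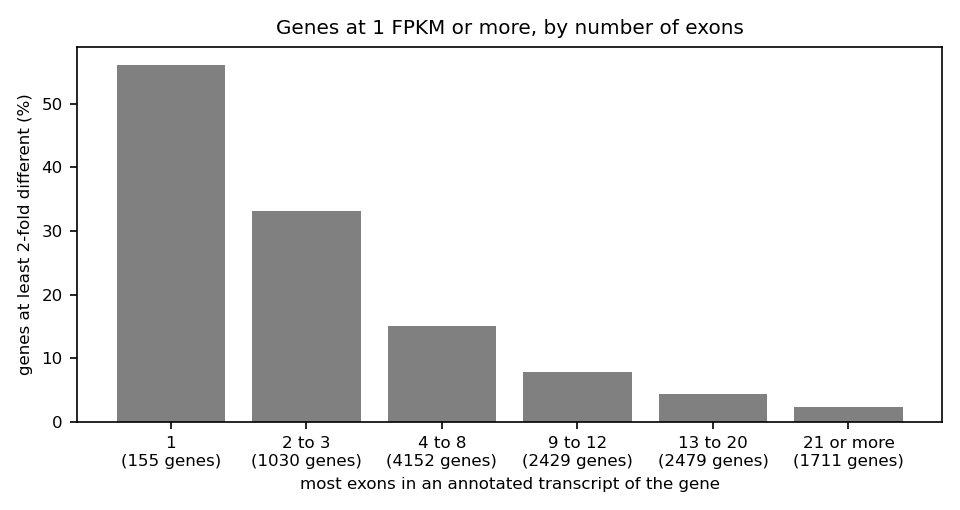
Percent of genes at least 2-fold different in either direction, by the most exons in an annotated transcript of the gene. The bars run from 56.1% at 1 exon to 2.28% at 21 or more.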

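Of 16 genes that the paper names as predicted targets of miR-7, 16 were at least 2-fold higher in the library titled miR-7KD. Basp1, a membrane protein gene of growing axons, was at 259 and 11.7 FPKM in the libraries titled miR-7KD and WT, a ratio of 22.1. Socs4, which belongs to the suppressors of cytokine signaling, was at 3.41 FPKM in the library titled miR-7KD and listed at 0 in the other. Trove2, which encodes an RNA-binding protein, was at 7.41 and 1.64 FPKM, a ratio of 4.52. Rora, which encodes the nuclear receptor RORα, was at 4.46 and 1.56 FPKM, a ratio of 2.86, and ranked 11 of 16 by log2 ratio. Summed over its 2 listed transcripts, it was at 7.60 and 3.79 FPKM, a ratio of 2.00 and, with 0.1 added, a log2 ratio of 0.98, under the 2-fold threshold. Its 3′-UTR is longer than 4000 bases, and of genes with 9 or more exons, 14.5% of those with such a 3′-UTR differed at least 2-fold in either direction, against 1.16% of those with one under 1000 bases. Neuronal genes among them were Syt4, a synaptotagmin, at 52.9 and 14.6, and the receptors Gpr158 at 19.6 and 5.07 and Gpr22 at 17.1 and 4.59. The water channel gene Aqp11 (1.56 and 0.194) and the zinc finger gene Zfp606 (1.67 and 0.261) were below 1 FPKM in the library titled WT. Col4a3bp was at 20.5 and 5.93, C2cd2 at 3.13 and 0.905, 1110059G10Rik at 5.35 and 1.97 and Tmed5 at 5.50 and 2.13. The lowest ratios were those of Spock3 (22.4 and 9.72) and the phosphatase gene Ptprj (12.9 and 5.59), both at 2.31. Gtdc1 was at 5.81 and 2.23, but an unannotated transcript over the same gene and strand was at 17.0 and 16.8 FPKM, and with it added the log2 ratio was 0.26. With such transcripts added, the log2 ratio also fell from 1.93 to 1.11 in Gpr158, from 1.77 to 1.25 in Col4a3bp and from 1.85 to 1.65 in Syt4. It rose from 1.20 to 1.68 in Spock3. The median log2 ratio of the 16 genes was 1.81, or 1.12 with 1 in place of 0.1 added to each value. Since the genes were chosen for being higher in these libraries, their common direction is not independent evidence. The paper takes genes both upregulated in this comparison and predicted by miRDB as putative targets of miR-7 and goes on to measure them by real-time PCR.

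**Figure D3:**
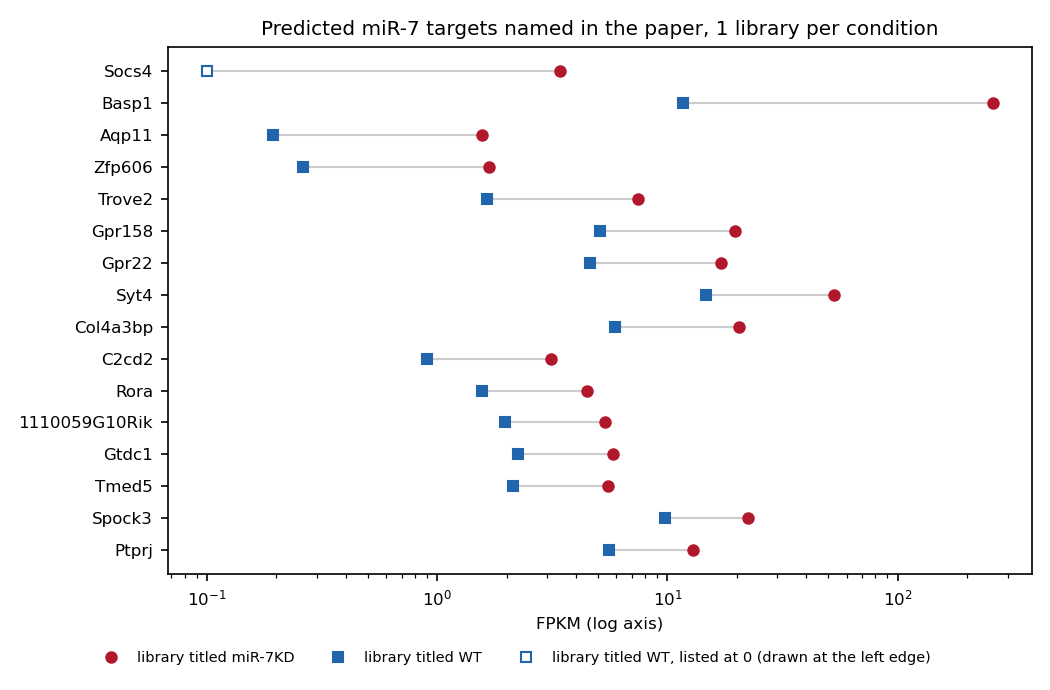
FPKM of each predicted target in the library titled miR-7KD (circles) and in the library titled WT (squares) on a log axis, 1 library each, with Socs4 drawn at the left edge where it is listed at 0. Every circle lies to the right of its square, by a ratio of 2.31 to 22.1 among the 15 genes above 0 in both.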

Then, as shown in Fig. 4 d, we used miRDB database and Venn analysis software to screen out 16 upregulated genes, including RAR-related orphan receptor alpha (RORα), TROVE domain family, member 2(Trove2), Collagen, type IV, alpha 3 (Goodpasture antigen) binding protein (Col4A3Bp), C2 domain-containing protein 2 (C2Cd2), Zinc finger protein 606 (ZFP606), suppressor of cytokine signaling (SOCS4), Receptor-type tyrosine-protein phosphatase eta (PTPRJ), G protein-coupled receptor 158 (GPR158), 111005, Brain abundant membrane attached signal protein 1(BASP1), sparc/osteonectin, cwcv and kazal-like domains proteoglycan 3(SPOCK3), Glycosyltransferase-like domain-containing protein 1(GTDC1), Aquaporin11(Aqp11), transmembrane emp24 protein transport domain containing 5 (TMED5), G protein-coupled receptor22(GPR22), and Synaptotagmin-4 (Syt4), which were closely associated with inflammatory diseases according to previous literatures [34–37]. To further investigate the putative target of miR-7, we verified the expression levels of these 16 predicted target genes, respectively. Notably, in all predicted target genes of miR-7, RORα was significantly upregulated more than eightfold in the brain tissue of miR-7^*def*^ BTI model compared with WT BTI model (Fig. 4e, *P* < 0.05). Furthermore, IF and IHC analysis also showed that the expression level of RORα increased significantly in brain tissue of miR-7^*def*^ BTI model (Fig. 4f–i, *P* < 0.01). Finally, luciferase gene reporter assay showed that miR-7 could directly regulate RORα expression (Fig. 4g). Collectively, these data demonstrate that RORα is a novel target of miR-7 in BTI model.

**Fig. 4:**
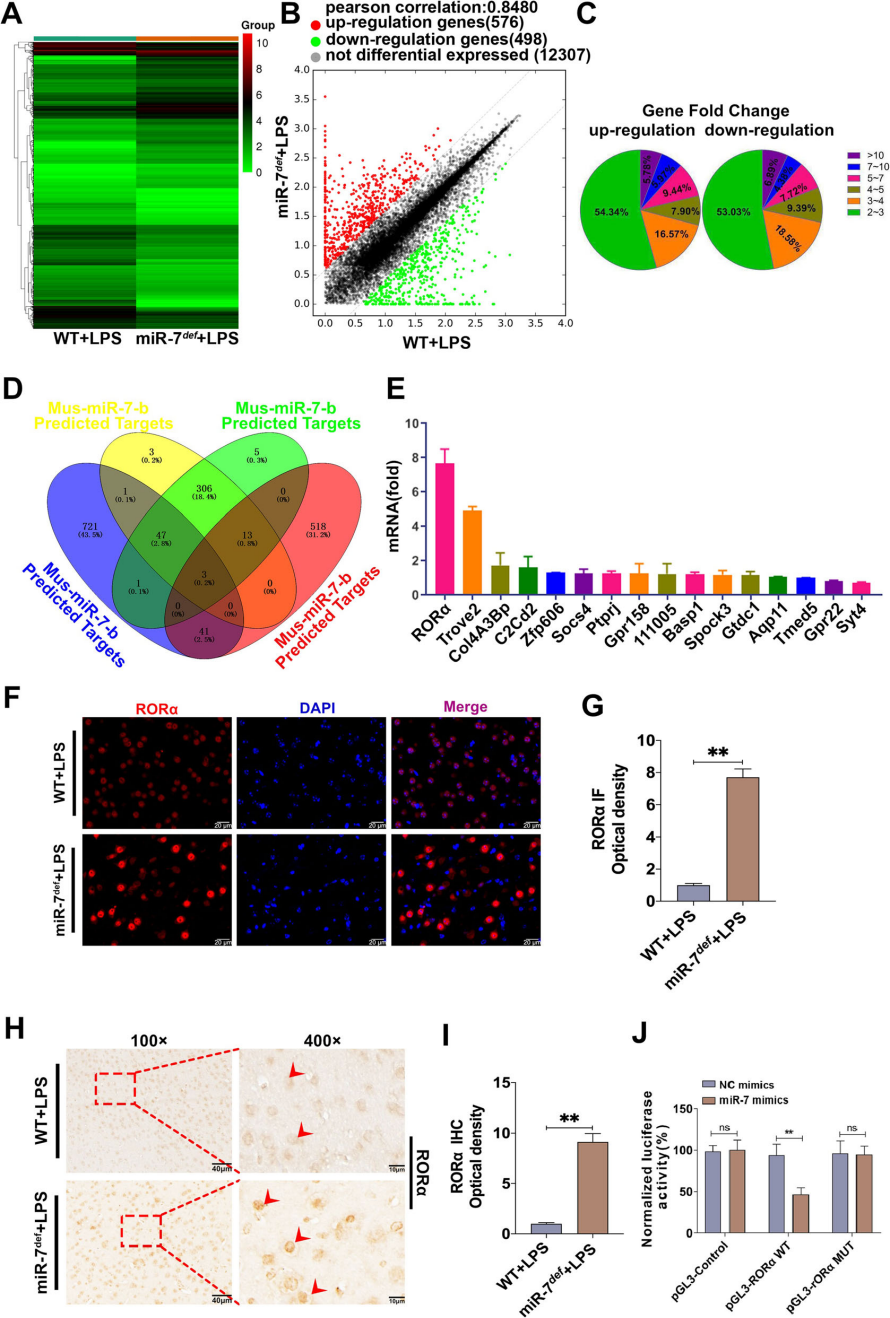
RORα is a novel target of miR-7 in BTI model. WT mice and miR-7^*def*^ mice were intraperitoneally injected with LPS (2.5 mg/kg of body weight). After 12 h, brain tissue was collected. The global gene expression was analyzed by cDNA chip array. **a** Heatmap and **b** scatter plot of gene expression. **c** The fold change and frequency. **d** Prediction of 16 target genes by using miRDB database (http://mirdb.org) and venn analysis. **e** The fold change of the potential target genes of miR-7 in the brain tissue was analyzed by real-time PCR assay and calculated (*n* = 3, one-way ANOVA). **f**, **g** The expression level of RORα was also determined by IF and **h**, **i** IHC assay (*n* = 3, one-way ANOVA). **j** Luciferase assay (*n* = 3, one-way ANOVA, **P < 0.01)

### RORα is essential for the development of BTI

RORα belongs to a member of the NR1 subfamily of nuclear hormone receptors. An increasing body of literature has documented that RORα plays an important role in inflammatory reaction [38–40]. However, the possible role of RORα in the pathology of BTI is still unknown. Then, we silenced the expression of RORα by RNAi to observe the possible change on the pathology of BTI. As shown in Fig. 5 a and b, the relative expression level of RORα reduced significantly in brain tissue from RORα-siRNA-treated group compared with control group (*P* < 0.05). Surprisingly, the number of inflammatory cells and vacuolar degeneration increased obviously in RORα-siRNA-treated group (Fig. 5c). Moreover, the mRNA expression levels of pro-inflammatory factor IL-1β, IL-6, and TNF-α in brain tissue also increased significantly (Fig. 5d, *P* < 0.05). By contrast, the expression level of anti-inflammatory factor TGF-β decreased noticeably (Fig. 5d, *P* < 0.05). Meanwhile, similar results were also obtained by ELISA assay (Fig. 5e–h, *P* < 0.05). IHC and IF assay further showed that the number of astrocytes and microglia elevated significantly in RORα-siRNA-treated group (Fig. 5i–p, *P* < 0.05). Finally, we analyzed the possible change of AKT, ERK, and NF-κB signaling pathways and found that the levels of phos-NF-κB and phos-ERK1/2 in RORα-siRNA-treated group increased significantly (Fig. 5q, r; *P* < 0.05). These results indicate that RORα plays an important role in the pathology of BTI.

**Fig. 5:**
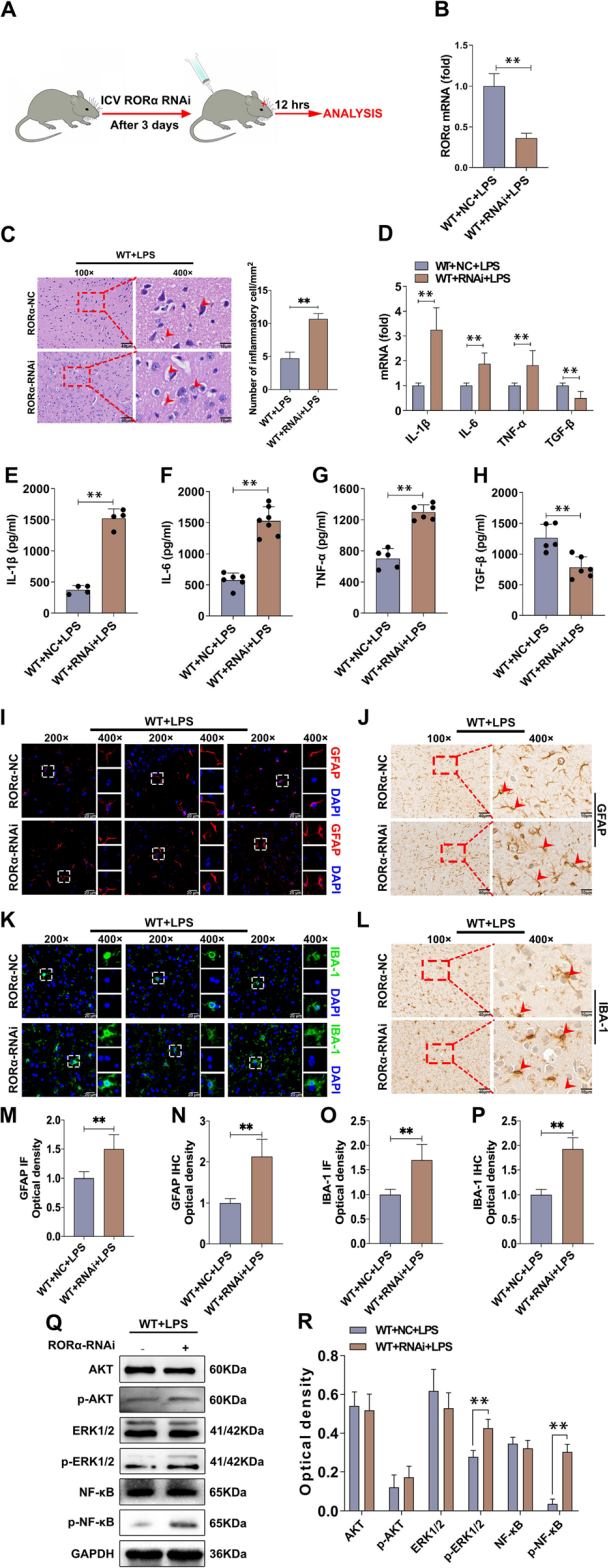
Silence of RORα aggravates the pathology and alters the NF-κB, ERK signaling pathways. **a** The schematic representation of the animal experiments. WT mice (*n* = 6 per group) were transfected with RORα RNAi or negative control (NC) RNAi through lateral ventricle. After 3 days, these mice were intraperitoneally injected with LPS (2.5 mg/kg of body weight). Twelve hours later, brain tissue was collected. **b** The expression level of RORα in brain tissue was analyzed by real-time PCR assay and calculated (*n* = 6 per group, *t* test, **P < 0.01). **c** The pathology of brain tissue was observed by H&E staining (*n* = 3 per group). Arrows in **c** indicate vacuolar degeneration. **d** The mRNA levels of cytokines (IL-1β, IL-6, TNF-α, and TGF-β) were analyzed by real-time PCR assay and calculated (*n* = 5, one-way ANOVA, **P < 0.01). **e**–**h** The protein levels of cytokines were analyzed by ELISA assay and calculated (*n* = 4, one-way ANOVA, **P < 0.01). **i**–**p** The number of astrocytes and microglia were analyzed by IF and IHC and calculated, respectively (*n* = 3, one-way ANOVA, **P < 0.01). **q**, **r** The protein levels of AKT, phos-AKT, ERK1/2, phos-ERK1/2, NF-κB, and phos-NF-κB were analyzed by Western blot assay and calculated (*n* = 3, one-way ANOVA, *P < 0.05, **P < 0.01)

### Downregulation of RORα aggravates the pathology of miR-7^*def*^ BTI model

To further explore the underlying role of RORα in the effect of miR-7 deficiency on BTI, we silenced the expression of RORα in miR-7^*def*^mice and then BTI model was constructed as in the above description. The number of inflammatory cells and nuclear fragments increased obviously in brain tissue in RORα-siRNA-treated group (Fig. 6a). Moreover, as shown in Fig. 6 b, the relative expression levels of pro-inflammatory factor TNF-α, IL-1β, and IL-6 increased significantly in RORα-siRNA-treated group while anti-inflammatory factor TGF-β decreased noticeably compared with control group (*P* < 0.05). Meanwhile, similar results were obtained by ELISA assay (Fig. 6c–f, *P* < 0.05).

**Fig. 6:**
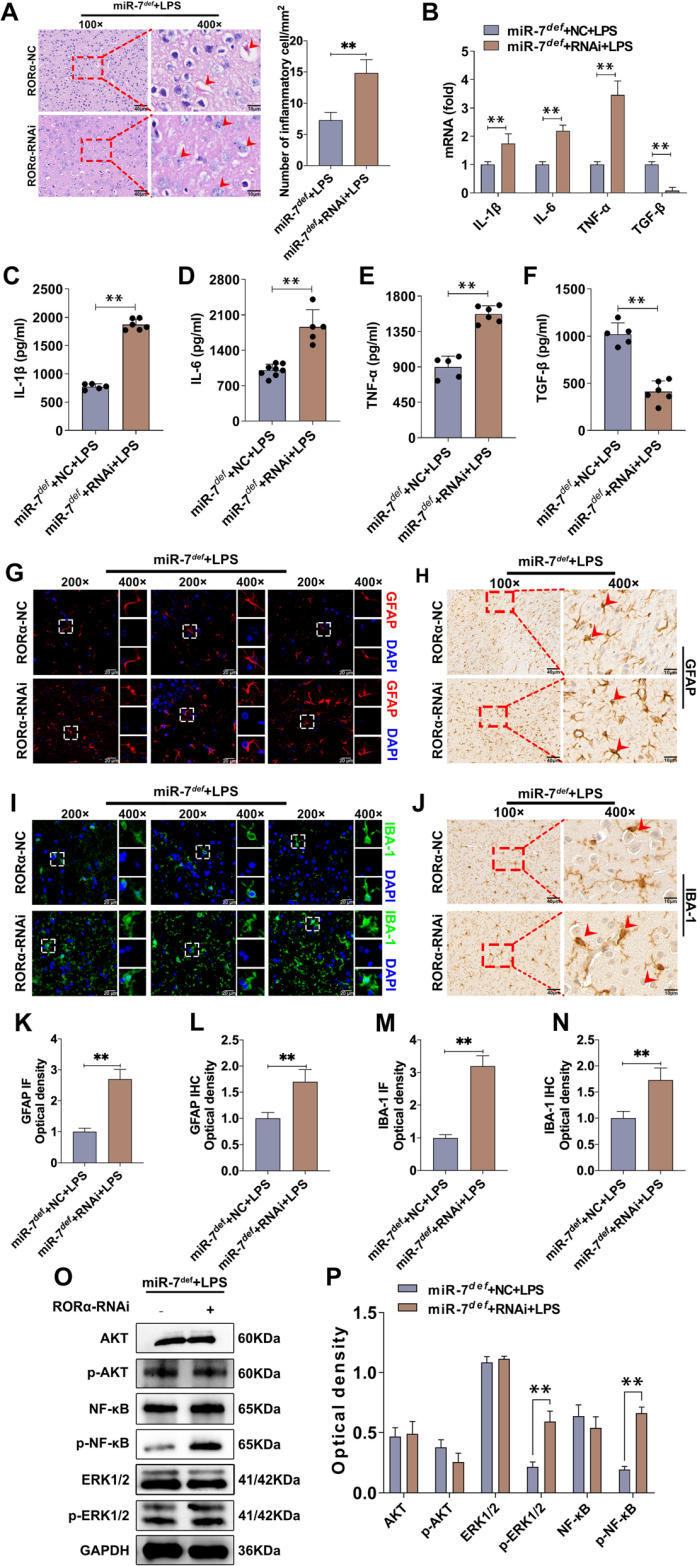
Silence of RORα aggravates the pathology of miR-7^*def*^BTI mice. MiR-7^*def*^ mice (*n* = 6 per group) were transfected with RORα RNAi or NC RNAi through lateral ventricle. After 3 days, these mice were intraperitoneally injected with LPS (2.5 mg/kg of body weight). Twelve hours later, brain tissue was collected. **a** The pathology was observed by H&E (*n* = 3 per group). Arrows in **c** indicate nuclear fragments. **b** The mRNA levels of cytokines (IL-1β, IL-6, TNF-α, and TGF-β) were analyzed by real-time PCR assay and calculated (*n* = 6, one-way ANOVA, **P < 0.01). **c**–**f** The protein levels of cytokines were determined by ELISA assay and calculated (n = 5, one-way ANOVA, **P < 0.01). **g**–**n** The number of astrocytes in hippocampus and microglia in cerebral cortex were analyzed by IF and IHC (*n* = 3, one-way ANOVA, **P < 0.01). **o**, **p** The protein levels of signaling molecules including AKT, phos-AKT, ERK1/2, phos-ERK1/2, NF-κB, and phos-NF-κB in brain tissue were analyzed by Western blot assay and calculated (*n* = 3, one-way ANOVA, **P < 0.01)

Furthermore, IHC and IF assay showed that the number of astrocytes and microglia were elevated significantly in RORα-siRNA-treated group (Fig. 6g–n). Finally, we analyzed the possible change of AKT, ERK, and NF-κB signaling pathways. As shown in Fig. 6 o and p, the protein levels of phos-NF-κB and phos-ERK1/2 in RORα-siRNA-treated group increased significantly (*P* < 0.05). These results demonstrate that downregulation of RORα exacerbates the effect of miR-7 deficiency on the pathology of BTI.

### RORα and miR-7 are co-expressed in neurons in BTI model

Next, in order to further explore the connection between RORα and miR-7 in pathology of BTI, we analyzed the expression of RORα and miR-7 in neurons, microglia, and astrocytes, which are major cell populations in brain tissue in BTI model. Interestingly, double immunofluorescence labeling assay showed that RORα was dominantly expressed in neurons of brain tissue (Fig. 7a–c). However, miR-7 expressed both in neurons and other cells (Fig. 7d). Importantly, in neurons, the expression level of RORα increased obviously in miR-7^*def*^ BTI model compared with WT BTI model (Fig. 7a), which was consistent with our above data.

**Fig. 7:**
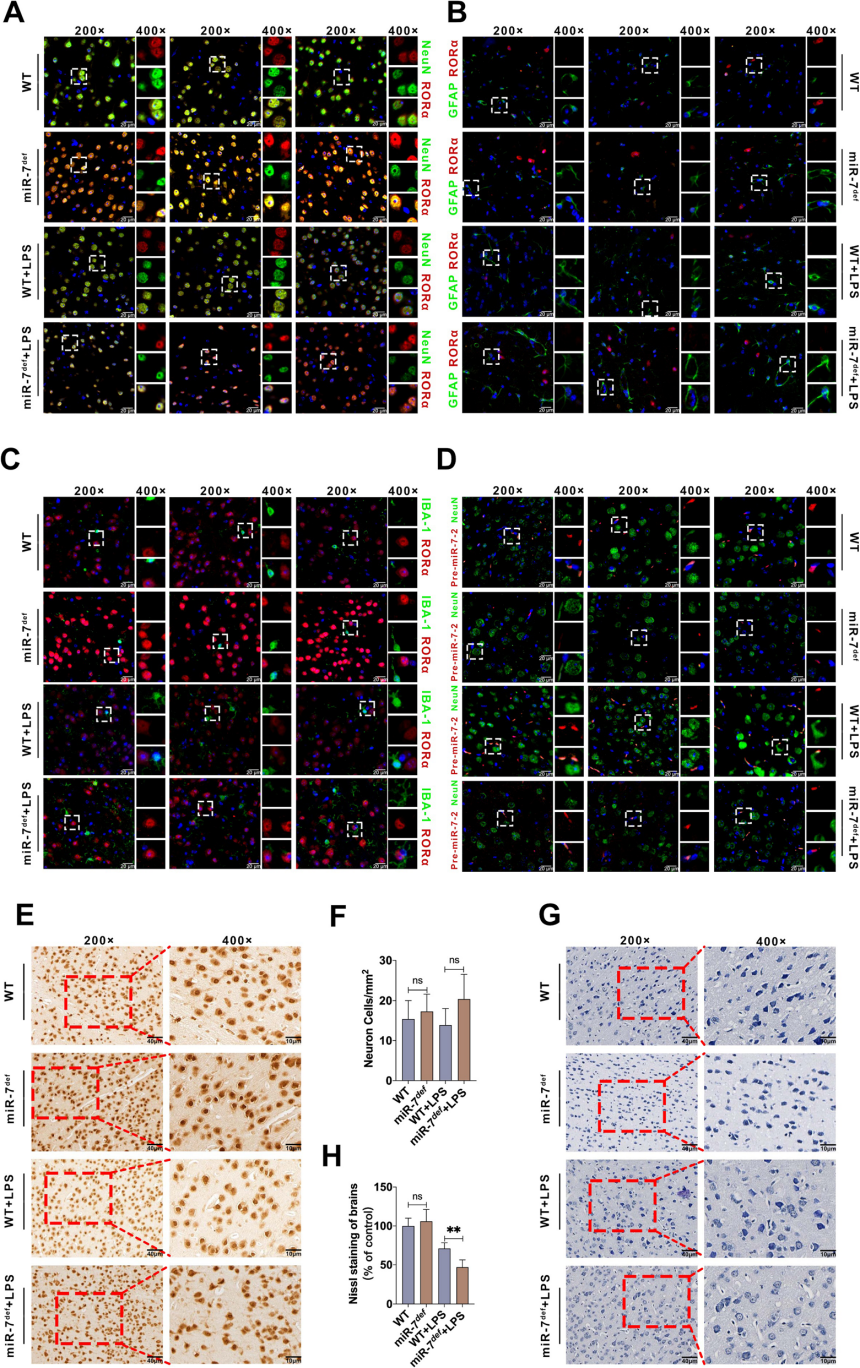
RORα and miR-7 were co-expression in the neuron. WT mice and miR-7^*def*^ mice (*n* = 6 per group) were intraperitoneally injected with LPS (2.5 mg/kg of body weight) and control group with PBS, respectively. After 12 h, **a**–**c** the colocated expression of RORα and NeuN, GFAP or IBA-1 were detected by double immunofluorescence labeling assay. **d** The expression of pre-miR-7-2 in neuron was analyzed by IF and FISH assay (*n* = 6 per group). **e**–**h** The change of neuron and Nissl bodies were detected by IHC and Nissl staining, respectively (*n* = 3, one-way ANOVA, **P < 0.01)

Previous studies have shown that neurons are involved in the pathology of BTI [41–44]. And we found that RORα and miR-7 were co-expressed in neurons of BTI model. Then, we further observed the possible change of neurons in brain tissue from BTI model. Data showed that, compared with WT group, the number of neuron cells did not change significantly in the brain tissue in WT BTI model group (Fig. 7e, f, *P* > 0.05). However, we found that, compared with WT group, the number of Nissl bodies in neurons of WT BTI model group decreased obviously (Fig. 7g, h, *P* < 0.05), which was consistent with previous literature [45]. Most importantly, compared with WT BTI model, the number of Nissl bodies in neurons decreased obviously in miR-7^*def*^ BTI model (Fig. 7g, h, *P* < 0.05), indicating that miR-7 deficiency might impair the physiologic function of neurons.

### RORα synergizes with miR-7 to control the inflammatory reaction of neuronal cells in vitro

Finally, in order to explore the role of RORα and miR-7 in inflammatory reaction of neurons, we observe the expression of RORα and miR-7 in neuronal cells in response to LPS stimulation. Data showed that, compared with that in control group, the expression level of RORα increased significantly in neuronal cells in miR-7 inhibitor-transfected group (Fig. 8a, *P* < 0.05). Importantly, we found that compared with that in LPS-treated group, the expression level of RORα increased dramatically in LPS-treated miR-7 inhibitor-transfected group (Fig. 8a, *P* < 0.05), which was consistent with our above data. Furthermore, we found that, after LPS stimulation, the expression of miR-7 in neuronal cells increased rapidly to the peak at 6 h and then gradually decreased (Fig. 8b), while the expression of RORα decreased significantly at 6 h and then steadily increased, displaying a contrary expression pattern to miR-7 (Fig. 8b).

**Fig. 8:**
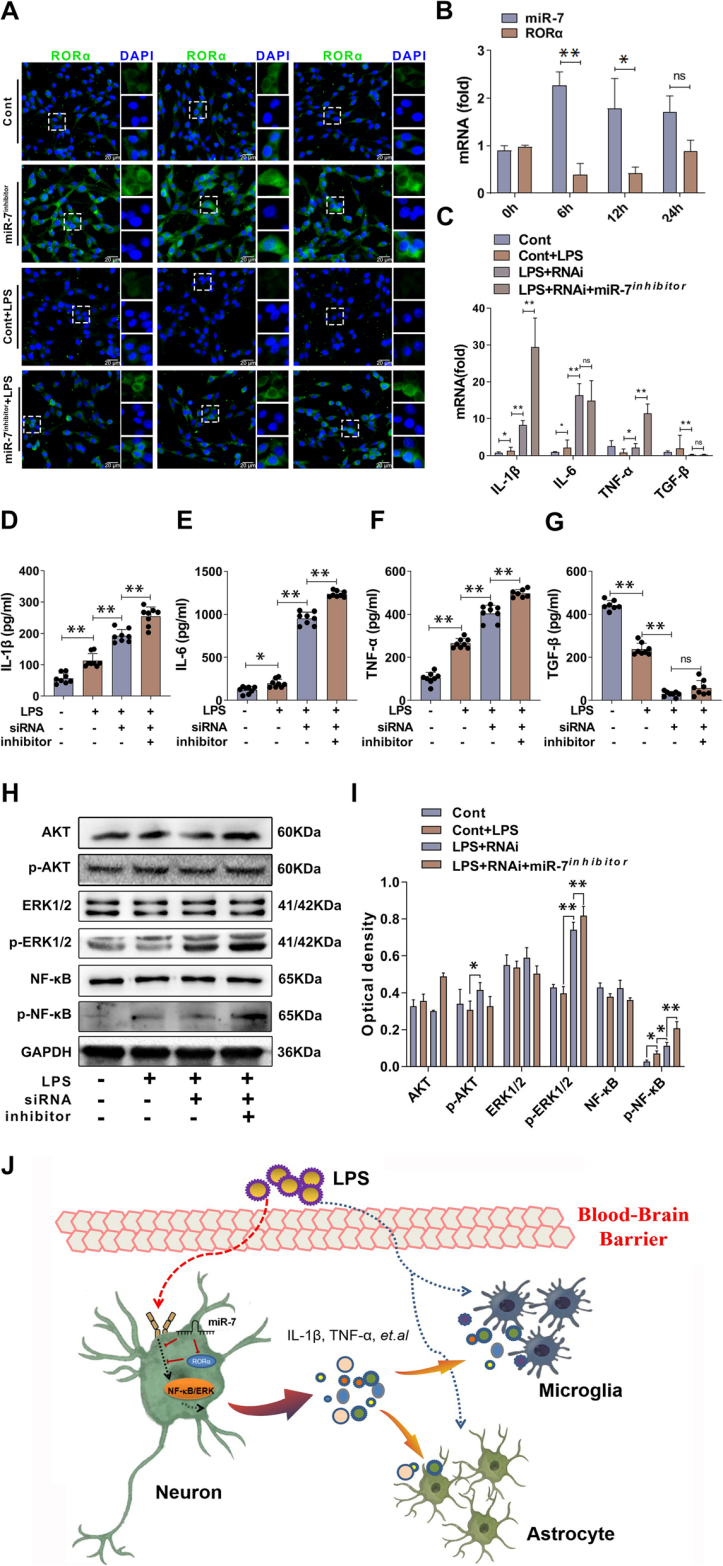
RORα synergizes with miR-7 to control the inflammatory reaction of neuronal cells in vitro. **a** Neuronal cell PC12 cells were stimulated by 100 ng/mL LPS for 12 h, the expression level of RORα was determined by double immunofluorescence labeling assay. **b** The expression levels of miR-7 and RORα in neuronal cells were determined by real-time PCR assay and calculated. Neuronal cells were infected with RORα RNAi or NC and then stimulated by 100 ng/mL LPS for 12 h, **c**–**g** the expression levels of cytokines (IL-1β, IL-6, TNF-α, and TGF-β) were determined by real-time PCR assay and ELISA assay (*n* = 7, one-way ANOVA, *P < 0.05, **P < 0.01). **h**, **i** The protein levels of signaling molecules including AKT, phos-AKT, ERK1/2, phos-ERK1/2, NF-κB, and phos-NF-κB were determined by Western blot assay and calculated (*n* = 3, one-way ANOVA; *P < 0.05, **P < 0.01). **j** Schematic representation of the underlying mechanism of miR-7 and its target molecule RORα synergistically controlled the inflammatory reaction of neurons in response to LPS exposure, which subsequently affected the function of other cells including microglia and astrocytes and ultimately orchestrated the development of BTI

Next, we detected the production of inflammatory cytokines in neuronal cells in response to LPS stimulation and found that, as shown in Fig. 8 c, the expression levels of pro-inflammatory factor TNF-α, IL-1β, and IL-6 increased significantly in RORα-RNAi-transfected group compared with control group (*p* < 0.01). As expected, compared with those in RORα-RNAi-transfected group, the expression levels of pro-inflammatory factor TNF-α, IL-1β, and IL-6 increased obviously in RORα-RNAi plus miR-7 inhibitor co-transfected group (Fig. 8c, *P* < 0.05). Conversely, the expression level of anti-inflammatory factor TGF-β decreased noticeably (Fig. 8c, *P* < 0.05). To verify these data, we detected the protein levels of these cytokines by ELISA assay and obtained similar results (Fig. 8d–g, *P* < 0.05). Finally, we also analyzed the possible change in AKT, ERK, and NF-κB signaling pathways. Data showed that the levels of phos-NF-κB and phos-ERK1/2 in RORα-RNAi-transfected group increased significantly compared with those in control group (Fig. 8h, i, *P* < 0.05). Importantly, we found that the levels of phos-NF-κB and phos-ERK1/2 in RORα-RNAi plus miR-7 inhibitor co-transfected group increased significantly compared with those in RORα-RNAi-transfected group (Fig. 8h, i, *P* < 0.05). Together, these observations suggested that RORα synergizes with miR-7 to control the inflammatory reaction of neuronal cells, which is closely correlated with the altered transduction of the NF-κB and ERK signaling pathways.

## Discussion

Up to now, this is the first study to explore the potential role of miR-7 in the pathology of BTI. Herein, we found that the expression level of miR-7 increased significantly in LPS-induced BTI model. Furthermore, miR-7 deficiency could aggravate the pathology of BTI. Importantly, the expression level of RORα, a novel target of miR-7, was upregulated in brain tissue of BTI model with miR-7 deficiency. Unexpectedly, silence of RORα remarkably exacerbated, but not alleviated, the pathology of brain tissue, as well as promoted the transduction of NF-κB and ERK1/2 signaling pathways in BTI model with or without miR-7 deficiency. Finally, RORα and miR-7 were dominantly co-expressed in neurons from BTI mice and synergistically controlled the inflammatory reaction of neuronal cells in response to LPS stimulation.

Recently, miR-7 has been reported to play an important role in regulating the biological process of various diseases [46, 47]. For instance, miR-7 is a tumor suppressor and increase cisplatin sensitivity of gastric cancer cells by targeting mTOR, indicating its potential application for the treatment of human gastric cancer in the future [48]. Moreover, miR-7 can regulate α-synuclein expression and downregulation of miR-7 results in the loss of dopaminergic neuronal in the substantia nigra [49]. In our previous study, miR-7 can regulate the pathology of acute lung injury [23]. Herein, we extended these previous findings by demonstrating that miR-7 was upregulated in BTI model. Importantly, miR-7 deficiency could aggravate the pathology of brain tissue, indicating miR-7 was a novel negative intrinsic regulator in BTI. Similarly, Cao’s study found that long noncoding RNA small nucleolar RNA host gene 1 promoted neuroinflammation in the pathogenesis of Parkinson’s disease via modulating miR-7/NLRP3 pathway [18]. Zhang’s study found that miR-7 inhibited the expression of TLR4 and reduced LPS-induced inflammatory response produced by microglial cells and then alleviated the inflammation in the brain of rats with cerebral hemorrhage [50]. It is well known that inflammation is a common pathological basis for various neurological diseases; therefore, our current findings might not only aid the understanding on the role of miR-7 in pathogenesis of BTI, but also provide a valuable clue for the development of therapeutic strategies against neurological diseases.

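In the mouse gene table, Rora (ENSMUSG00000032238.17) lies on the forward strand of chromosome 9 of GRCm38 from 68653786 to 69388246. The transcript table lists 2 transcripts of the gene in the brain tissue after LPS, in 1 library per title. Rora-001 spans 68653786 to 69388246, has 11 exons and a 3′-UTR of 9285 bases, and was at 4.56 FPKM in the library titled miR-7KD and 1.15 in the library titled WT. Rora-002 starts further downstream, at 69289682, has 10 exons and a 3′-UTR of 848 bases, and was at 3.04 and 2.64 FPKM. The introns of Rora also hold 6 unannotated entries of 1 exon on the same strand, at 1.21 to 1.71 FPKM in the library titled miR-7KD and all listed at 0 in the library titled WT. This imbalance was not particular to Rora. Of 262 such entries over all listed genes, 158 were at 0 in the library titled WT and 46 in the library titled miR-7KD. The values also lie near 1.00 FPKM, the lowest maximum at which unannotated transcripts are listed. The genotype fields of the samples, and the replicates named in their descriptions, contradict these titles. RORα was higher in miR-7def brain tissue by the paper's PCR and immunostaining (Fig. 4e–i), which runs with the titles. Rora was, however, picked for being upregulated in this comparison. Set against the paper's TGF-β and astrocytes, Tgfb1, Tgfb2 and Gfap run against the titles and Tgfb3 runs with them, so that the genotypes are not settled.

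**Figure D4:**
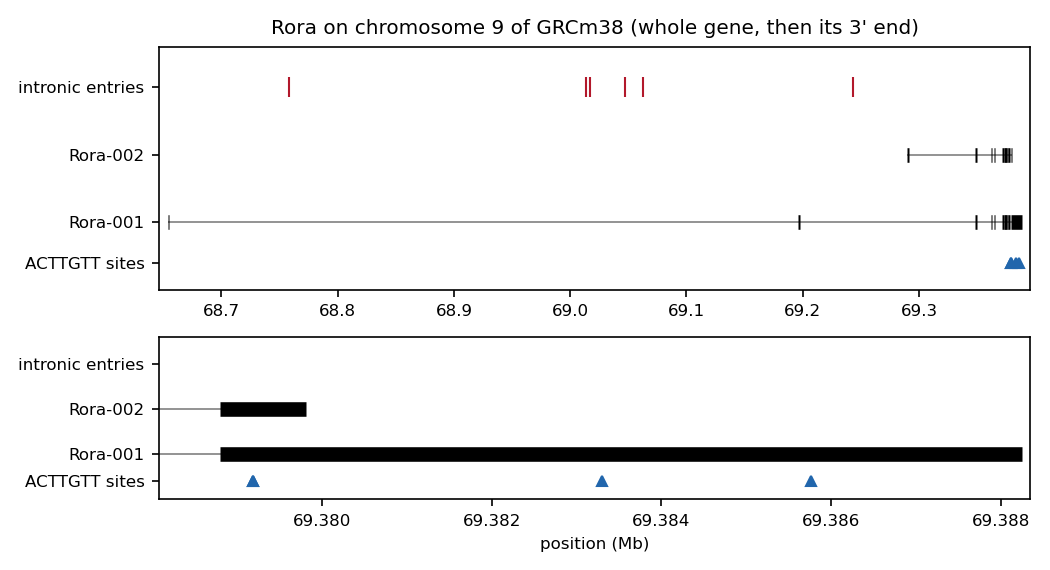
Map of Rora on chromosome 9 of GRCm38, with position in Mb, for the whole gene (top) and its 3′ end (bottom). Boxes are exons of both listed transcripts, ticks the starts of the 6 intronic entries, which lie outside the bottom panel, and triangles the ACTTGTT sites of the 3′-UTR.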

*RORα* localizes on chromosome 9q22.2. Recent studies have shown that RORα plays a vital role in the inhibition of the NF-κB signaling pathway transduction [51, 52]. It is well known that NF-κB pathway is critical for the development of inflammatory response [53, 54], indicating that RORα might be a suppressor in inflammation. Reyes-Gibby et al. found that RORα might be a novel target gene by analyzing single nucleotide polymorphisms in patients with neuropathic pain, thereby providing a new therapeutic strategy for treatment and management of neuropathic pain [55]. In the present study, the expression level of RORα increased in brain tissue in miR-7 deficiency BTI model mice. Importantly, the repression of RORα could exacerbate the pathology of BTI, accompanied by elevated transduction of the NF-κB signaling pathway. Consistently, literature documented that RORα could repress the transduction of NF-κB signaling pathway [56]. Therefore, combining these data demonstrated the important role of RORα/NF-κB axis in the pathology of BTI. Interestingly, we noticed that the repression of RORα also altered the transduction of ERK1/2 signaling pathway. There is a growing body of evidence that suggests there is connection between NF-κB pathway and ERK1/2 pathway [57–59]. Even though, the exact role of RORα in ERK1/2 pathway still needs to be investigated in successive research work, which is important for the exploration of the pathogenesis of BTI and related inflammation brain diseases.

In biological events, synergism and antagonism effect are main forms of different genes in bringing into play biological function. Numerous studies have documented that the network among miRNA molecules and their target genes is complex and critical for the development of various diseases, in which miRNA usually controlled the expression of their targets [60, 61]. However, whether there is synergy effect between miRNAs and target genes still remains unknown. In our study, we found that RORα was a new target of miR-7 in BTI. Surprisingly, unlike previous reports that miRNAs exerted opposite biological function to their targets, repression of RORα could aggravate, but not reverse, the pathology of BTI in the condition of miR-7 deficiency, indicating that RORα exerted negative regulation on pathology of BTI in the absence of miR-7. Given the fact that RORα expression was upregulated when miR-7 was deficient, then, our current study might raise a new network model in which miR-7 could control the pathology of BTI, synergistically with its target RORα. To this interesting phenomenon, we proposed it reflected the complexity of network among miRNA and their targets in the development of various diseases. Finally, it also would be pointed out that other targets, through which miR-7 controls the pathology of BTI, were not investigated in current study and remain to be elucidated in the future. Therefore, further investigation on the expression patterns of miR-7 and its different targets during the development of BTI is valuable for the validation of connections among miR-7 and its multiple targets in the pathology of BTI.

Accumulating evidence has shown that the change of biological function of neuronal cells is involved in the development of various brain diseases [62, 63]. Moreover, the relationship among neurons and other cells such as microglia and astrocytes is complex in the pathology of brain diseases [64, 65]. For instance, La et al. found that alpha-synuclein oligomers activating glial cells led to neuron damage and thus were emerging as crucial factors in the pathogenesis of synucleinopathies [66]. Wang et al. reported that HAPLN2 involved in the pathogenesis of schizophrenia by regulating the neuron migration and velocity of nerve conduction [67]. Similarly, Komura et al. found that amyl spheroids were accumulated mainly in the trans-golgi network of excitatory neuronal cells, causing the degeneration of adjacent NAKα3-expressing neurons in Alzheimer’s disease [68]. In the present study, we found that the number of microglia and astrocytes were elevated in BTI model with miR-7 deficiency. Moreover, the physiologic function of neurons was also impaired. However, we revealed that RORα was dominantly expressed in neurons, but not in microglia and astrocytes. Of note, miR-7 and RORα were also co-expressed in neurons. Furthermore, in the absence of miR-7, inhibition of RORα promoted the production of pro-inflammatory cytokines of neurons in response to LPS, which was closely correlated with the altered transduction of the NF-κB and ERK signaling pathways. In line with these finding, some studies have documented that LPS can stimulate neurons to secrete pro-inflammatory cytokines, which activate microglia, astrocytes, and other immune cells [69–71]. Therefore, our current data further support the important relationship among neurons and other cells in brain diseases, which might benefit the exploration on the cellular mechanism of the development of inflammation brain diseases.

## Conclusions

Taken together, we found that miR-7 and its target molecule RORα synergistically controlled the inflammatory reaction of neurons, which subsequently affected the function of other cells and ultimately orchestrated the pathology of BTI (Fig. 8j). Importantly, our findings might provide a new light on the network among miRNAs and their targets and aid the mechanistic understanding on BTI development, as well as the progression of new therapeutic strategies against clinical inflammatory brain diseases.

## Data Availability

All data are available upon request.

## Abbreviations

3′-UTR: 3′-untranslated region
BTI: Brain tissue inflammation
def: Deficiency
miR-7: MicroRNA-7
RORα: RAR-related Orphan Receptor Alpha

How the deposited data were processed for this re-analysis (not part of the article)

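RNA from brain tissue of the LPS model was measured in 2 libraries, 1 titled miR-7KD and 1 titled WT. The authors deposited 4 tables of FPKM, for protein-coding genes, protein-coding transcripts, unannotated genes and unannotated transcripts, with 13381, 23374, 7379 and 10238 entries. The submitters' processing notes list Bowtie 0.12.2 and mm8, the program that computed FPKM is not given in the sources used here, and the positions are those of GRCm38. The lowest maximum over both libraries was 0.500 FPKM in the gene table and 1.00 in the table of unannotated transcripts, so no entry with a lower maximum is listed in either. An exact 0 is reported as listed at 0, with no ratio.

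Columns were assigned to samples by the animal number in the sample titles, and conditions were named by title because the genotype fields contradict the titles. Log2 ratios of the deposited FPKM were computed with 0.1 added to each value, which understates the change of low genes, for genes at 1 FPKM or more in at least 1 library. No test between conditions was made. Alternatives were a pseudocount of 0.01 or 1, values rescaled to a median log2 ratio of 0, other minimum levels, a 3-fold threshold, genes at 0 in one library left out, the sum of the transcripts of Rora, other scales of the correlation and other lengths of the miR-7 site. These, the 36 gene lists (513 genes) and the rule for named genes were fixed before the data were examined. The rule took every gene the paper names and the miR-7 loci, and of genes at least 2-fold different the 10 largest log2 ratios in each direction among genes at 5 FPKM or more, the 10 largest differences in FPKM in each direction, and from each list up to 4 members with the largest log2 ratio in the direction most of its members went. Not all of these are printed. Lcn2, Saa3, Nfkbia, Iigp1, Ermn and genes named in the closing section outside this rule were chosen after their values were seen.

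Medians of lists of at least 3 genes were compared with 10000 random lists matched in 20 classes of level (seed 1). On simulated ratios of 11969 genes with no shift, 3.50%, 7.50% and 2.50% of lists of 5, 16 and 25 genes fell outside the central 95% of random lists. Signs were drawn gene by gene, so genes of a simulated list did not vary together. With a log2 shift of 0.5, 77.5% of lists of 5 and 100% of lists of 16 did. Exon numbers, 3′-UTRs and sites came from GENCODE M21, using the longest annotated 3′-UTR of each gene. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

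Whole reads were looked for in low FPKM values of unannotated transcripts of 1 exon. After multiplying by length, 35.8% of values in the library titled miR-7KD and 38.5% in the library titled WT lay within 0.1 of a whole multiple of the best step. Chance gives 20% for a step fixed in advance. The best step was chosen on these same values, so chance gives more than that here. In the library titled miR-7KD the step was 0.0375 FPKM × kb and stable on resampling (0.0373 to 0.0377), which would give about 26700000 fragments if 1 step were 1 fragment, an estimate only. In the library titled WT it ranged from 0.0102 to 0.0618 on resampling, so that the depth of this library, and which of both is deeper, is not known. Since most values in either library lay off whole multiples, reads per gene were not recovered. PCR, immunostaining, Western blot and luciferase results of the paper were not analysed here.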

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

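The tests of exon number, of unannotated transcripts, of intronic RNA (transcript sums included), of 3′-UTR length and of both sites in the 16 genes were chosen after the results were seen. Those of brain regions, low levels, blood and literature targets were set beforehand. The test of base composition was set before its own result, but it follows up the ACTTGTT test, which was chosen after results were seen. The paper does not discuss the 111 genes at 0 in one library and at 1 FPKM or more in the other, of which 78 have 1 exon, a class of 155 among the 11969 genes at this level. It does not discuss the unannotated transcripts either. Of 262 unannotated entries of 1 exon in introns of listed genes, 172 were at least 2-fold higher and 50 lower in the library titled miR-7KD. In Rora, 6 of 6 such entries were at 0 only in the library titled WT.

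The genes at least 2-fold different tracked gene structure. In each of 3 classes of level, their share was at least 7.21 times higher among genes of 1 to 3 exons than among genes of 13 or more, so the way reads were assigned to genes with few exons may contribute to the pattern. The tables argue against low levels, since the share at 20 FPKM or more was 1.25 times that at 1 to 5 FPKM, against blood left in the tissue, with a median log2 ratio of erythroid genes of -0.12, and against reads moved to unannotated transcripts of the same gene as the whole cause, since these went the opposite way in 34.3% of the genes at least 2-fold different whose unannotated transcripts also differed 2-fold, although for part of the genes it stays open, since only 179 of 298 with such transcripts were still at least 2-fold different the same way once these were added. Different brain regions stay open, with the farthest region list at percentile 3.60 and 3 of 18 cerebellar genes higher. So does loss of miR-7, which 1 library per title cannot separate from a difference between animals: the literature targets lay at percentile 22.4, and genes with GTCTTCC or TCTTCC, the sites for bases 2 to 8 and 2 to 7 of the miR-7 segment in Table 1, at 4.83 and 0.150, of which the last lies outside the central 95%, on the lower side in the library titled miR-7KD, where loss of repression by title would raise it, although the median log2 ratio with TCTTCC was only -0.0157 against -0.00574 without it.

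Rora was higher in the library titled miR-7KD, together with its intronic entries, at a log2 ratio of 1.46 in the gene table, but of 0.98 by the sum of its transcripts, under the 2-fold threshold. Intronic RNA read as Rora stays open, since the 100 other genes with such entries at 0 only in the library titled WT had a median of -0.0623 and the upper end of their central 95% at 1.26, below Rora, but by transcript sums 6 of 96 lay at or above Rora and that upper end was 1.65. The length of its 3′-UTR stays open: among genes of 9 or more exons, the share at least 2-fold different in either direction was 12.5 times higher at 3′-UTRs of 4000 bases or more than under 1000, so the difference may come in part from how long 3′-UTRs were quantified. Loss of miR-7 in the mouse of one library also stays open, since 1 gene in 1 library per title cannot test it.

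The 16 predicted targets were picked for being higher, and the site by which miR-7 would act on them was examined. Sites for bases 2 to 8 of the miR-7 segment in Table 1 are in 3 of the 16, which argues against these as the common cause, while ACTTGTT is in 14, a count that the selection by miRDB may have set, since the paper names ACTTGTT as the site that miRDB predicts in Rora, and that therefore decides nothing (of all genes with a 3′-UTR at 1 FPKM or more, 14.2% hold GTCTTCC and 14.9% ACTTGTT). Among 1752 other genes with ACTTGTT the median lay at percentile 99.3 of matched lists, but only at a log2 ratio of -0.00615 against -0.0122 without the site. Base composition was to be excluded if under 5% of 209 other orders of the same bases reached the percentile of ACTTGTT. This was 99.7 in the 1000 random lists drawn for this comparison, and 2.87% reached it, so the bound was met. The bound rests on the median, however, whereas the pattern is a matter of genes at least 2-fold higher. By the share of such genes, 100 of the 209 orders were as high as ACTTGTT, at 7.42% with the 16 left out. That share cannot decide either, since the 16 were picked for being higher and 14 of them hold ACTTGTT. With them kept it was 8.15%. From these libraries, repression through ACTTGTT and base composition therefore cannot be told apart. For Rora, the paper tested the site by a luciferase assay with ACTTGTT or a mutated sequence and miR-7 mimics. It reports direct regulation of RORα by miR-7, and higher RORα in neuronal cells given a miR-7 inhibitor. Those experiments are not part of these data. The miR-7 segment in Table 1 holds no stretch complementary to all of ACTTGTT. Other miR-7 sequences, such as the other strand of a miR-7 hairpin, were not examined. A match of ACTTGTT to one of them is therefore not excluded, and which RNA would act through this site was not tested here.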

How the results depend on the processing

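The settings that add unannotated transcripts, keep genes of 4 or more exons, match lists on exon number or use ACTTGTT were chosen after seeing the data. Of 244 values computed under alternatives, 230 stayed within 1.5 times of the reported count or ratio, 13 moved further and 1 left the 2-fold call, that of Rora, whose log2 ratio was 0.98 by the sum of its transcripts against 1.46 in the gene table and 1.09 with a pseudocount of 1. The cause was not tested. Of the 244 values, 187 were list medians, most of them near a log2 ratio of 0, where a bound of 1.5 times is wide against their size. By that bound 0 of them moved, so the tally says little about how stable list medians are. Among these 187, 9 had the other sign, all of lists whose median lay within the central 95% of random lists. Genes at least 2-fold higher and lower in the library titled miR-7KD, reported as 719 and 668, numbered 421 and 390 at 5 FPKM or more, 418 and 402 at 1 FPKM or more in both libraries and 392 and 367 at a 3-fold threshold, each of which leaves fewer genes by construction. With unannotated transcripts added they numbered 801 and 754, and among genes of 4 or more exons 492 and 466. The median log2 ratio of the 16 predicted targets was 1.12 with a pseudocount of 1, which shrinks ratios of low genes. At 5 FPKM or more, transcripts higher and lower went from 2282 and 2323 to 858 and 847, unannotated genes from 1211 and 698 to 139 and 109 and unannotated transcripts from 3104 and 2466 to 698 and 662. Lists outside the central 95% of random lists numbered 3 of the 21 with enough genes at 5 FPKM or more, 5 of 24 at 1 FPKM or more in both libraries, 6 of 26 with no minimum, and 4 or 5 of 25 under the other settings. No paired analysis was possible because there is 1 library per title and no test. The alternative on CPM was not run, since the values used are FPKM, and an authors' call column was not used here. Reads per gene were not recovered and the depth of the library titled WT is not known, so the precision of low values cannot be stated.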

Differences from the paper's values

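Pearson's r across genes is about 0.85 in Fig. 4b, read by eye, as the paper's value, and was 0.917 on log10(FPKM + 1). Of the alternatives set before the data were examined, none gave the paper's value. Pearson's r was 0.841 on log2(FPKM + 0.1) over the 11969 genes at 1 FPKM or more in a library, 0.831 untransformed and 0.934 over genes above 0 in both libraries. The paper's share of genes over 10-fold is about 5.8% of those higher and about 6.9% of those lower in Fig. 4c, read by eye, and the shares were 16.6% and 16.3%. With a pseudocount of 1, an alternative set before the data were examined, they were 5.78% and 6.89% and match those of the figure.

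The paper's counts of 519 upregulated and 479 downregulated genes, for which it states a 2-fold cutoff and no minimum level, stand beside 719 and 668 here. A pseudocount of 1 gave 519 and 479, with upregulated matching higher in the library titled miR-7KD by title and not by the genotype field. Fig. 4b shows other counts, about 580 and about 500, read by eye, which no setting tried here gave, and its classes add up to 13381, the number of genes listed here. By real-time PCR, in other measurements than these libraries, the paper states a larger increase of RORα than the ratio of 2.86 here, and in Fig. 4e, read by eye, RORα has the highest bar of the 16 genes, whereas by log2 ratio of FPKM Rora ranked 11 of 16 and all 16 genes were at least 2-fold higher in the gene table. In brain tissue of miR-7def mice, by PCR, ELISA or staining, the paper finds lower TGF-β and more astrocytes and microglia. Here Tgfb2 was at least 2-fold higher, at 2.78 and 0.864 FPKM in the libraries titled miR-7KD and WT. Tgfb1, at 1.03 and 0.578, and Tgfb3, at 3.20 and 3.59, were within 2-fold, and Tgfb3 ran the paper's way by title. Astrocyte markers had 0 higher and 3 lower of 15, with a median log2 ratio of 0.03. Microglial markers had 0 higher and 2 lower of 18, with a median of -0.02. Differences of at least 2-fold were found in 11.6% of all genes tested and in 33.1% of genes of 2 or 3 exons. Cx3cr1, P2ry13, Gja1 and S100b are of that exon class. The lower astrocyte gene Slc1a2, at 24.5 and 141 FPKM, is not, as it has 11 exons. Of genes of 9 to 12 exons, 7.78% differed at least 2-fold. Exon class thus does not cover all lower markers, and the counts, from 1 library per title, say little about numbers of cells. The paper's higher TNF-α runs the way of Tnf (0.509 and 0.235) and its higher number of microglia that of Aif1 (1.67 and 0.940), both within 2-fold or under 1 FPKM. The paper gives ACTTGTT another position in Rora than the 1815 to 1821 found in ENSMUST00000034766.13, and the transcript it counted in is not named in its text.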

Other observations

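The count of intronic entries per gene was chosen after the data were seen. Of the cytokines that the paper measured by other methods, Il1b and Il6 were not among the genes listed, and Tgfb3 was at 3.20 and 3.59 FPKM in the libraries titled miR-7KD and WT. Of genes whose proteins the paper measured by Western blot, Rela was at 4.44 and 4.13 and Akt1 at 31.0 and 31.0, which are RNA levels and not phosphorylation. The neuronal marker Rbfox3 was at 24.4 and 22.6. Among chemokines, Ccl12 was at 11.7 and 3.89 and Ccl11 at 1.70 and 0.466, both at least 2-fold higher in the library titled miR-7KD, and 11 of 13 measured members of that list were within 2-fold. Choroid plexus and ependymal markers (0 of 11) and erythroid genes (0 of 5) held no gene at least 2-fold different.

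Markers of brain regions went both ways. Cerebellar markers had 3 higher and 1 lower of 18 genes, with the calcium-binding protein gene Calb1 at 50.8 and 17.6 and Ppp1r17 at 15.0 and 3.68. Striatal markers had 2 higher and 1 lower of 12 genes, with the dopamine signaling gene Ppp1r1b at 74.1 and 30.8, and cortical and hippocampal markers 2 higher and 1 lower of 16 genes, with the transcription factor gene Neurod2 at 30.4 and 6.53. Thalamic, midbrain and hindbrain markers, which include Rora, had 1 higher and 1 lower of 12 genes, hypothalamic and pituitary markers 1 higher and 1 lower of 10 genes, and olfactory bulb markers 0 higher and 0 lower of 6 genes. Clock genes had 0 higher and 2 lower of 19 genes, with Hlf at 6.96 and 32.7, endoplasmic reticulum stress and heat shock genes 0 higher and 1 lower of 14 genes, with Atf4 at 17.0 and 68.4, and meningeal and fibroblast genes 0 higher and 1 lower of 8 genes. Both mitochondrial genes listed were at 0 in one library, mt-Nd5 at 1694 FPKM in the library titled miR-7KD and at 0 in the library titled WT, and mt-Nd4 at 0 in the library titled miR-7KD and at 13.6 FPKM in the library titled WT.

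Zfp212, for which Table 1 gives primers and which is not among the 16, was at 6.62 and 2.26 FPKM.

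Across 1692 genes with GTCTTCC in the 3′-UTR, 107 were at least 2-fold higher and 112 lower in the library titled miR-7KD, and the median log2 ratio lay at percentile 4.83 of lists matched on level and 3′-UTR length. The shorter TCTTCC, in 5621 genes, had a median of -0.0157 at percentile 0.150, outside the central 95% of matched lists on the lower side, and the 8-base site, in 500 genes, lay at percentile 28.5. Unannotated entries within introns were most numerous in Fgf14 (14), Csmd1 (12) and Lrp1b (7), of which 13, 10 and 6 were at 0 only in the library titled WT. In 536 of 5295 genes with 2 or more listed transcripts, one transcript was at least 2-fold higher and another at least 2-fold lower.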
